# Point mutation I634A in the glucocorticoid receptor causes embryonic lethality by reduced ligand binding

**DOI:** 10.1016/j.jbc.2022.101574

**Published:** 2022-01-08

**Authors:** Steven Timmermans, Nicolette J.D. Verhoog, Kelly Van Looveren, Sylviane Dewaele, Tino Hochepied, Melanie Eggermont, Barbara Gilbert, Anne Boerema-de Munck, Tineke Vanderhaeghen, Joke Vanden Berghe, Natalia Garcia Gonzalez, Jolien Vandewalle, Yehudi Bloch, Mathias Provost, Savvas N. Savvides, Karolien De Bosscher, Wim Declercq, Robbert J. Rottier, Ann Louw, Claude Libert

**Keywords:** glucocorticoid receptor, mutational study, A465T, I634A, dimerization, ligand binding, DBD, DNA-binding domain, Dex, dexamethasone, DMEM, Dulbecco’s modified Eagle’s medium, GCR, GC resistance, GR, glucocorticoid receptor, GRE, GC response element, H&E, hematoxylin and eosin, LBD, ligand-binding domain, MEF, murine embryonic fibroblast, PLA, proximity ligation assay

## Abstract

The glucocorticoid (GC) receptor (GR) is essential for normal development and in the initiation of inflammation. Healthy GR^dim/dim^ mice with reduced dimerization propensity due to a point mutation (A465T) at the dimer interface of the GR DNA-binding domain (DBD) (here GR^D/D^) have previously helped to define the functions of GR monomers and dimers. Since GR^D/D^ retains residual dimerization capacity, here we generated the dimer-nullifying double mutant GR^D+L/D+L^ mice, featuring an additional mutation (I634A) in the ligand-binding domain (LBD) of GR. These mice are perinatally lethal, as are GR^L/L^ mice (these mice have the I634A mutation but not the A465T mutation), displaying improper lung and skin formation. Using embryonic fibroblasts, high and low doses of dexamethasone (Dex), nuclear translocation assays, RNAseq, dimerization assays, and ligand-binding assays (and *K*_d_ values), we found that the lethal phenotype in these mice is due to insufficient ligand binding. These data suggest there is some correlation between GR dimerization potential and ligand affinity. We conclude that even a mutation as subtle as I634A, at a position not directly involved in ligand interactions *sensu stricto*, can still influence ligand binding and have a lethal outcome.

Glucocorticoids (GCs) as well as their receptor (GR) are essential for life in mammals. The GR is involved in developmental processes, in metabolism, circadian rhythm, and regulation of the immune response (1). Full GR^−/−^ mice are not viable, and the number of GR mutations found in the human population is very low (2). GR^−/−^ mice die immediately after birth due to respiratory failure, caused by underdeveloped lungs, and they display defects in the heart (3), pancreas (4) and skin (5). The GR is a transcription factor (TF) that belongs to the superfamily of nuclear receptors. It is 777 amino acids (AAs) in humans and 783 AAs in mice. It contains an amino-terminal domain (NTD), a DNA-binding domain (DBD), a hinge region, and a C-terminal ligand-binding domain (LBD) (6). The DBD contains two conserved zinc finger elements (each containing four cysteines), of which the most N-terminal one is responsible for the recognition of a DNA motif and the second one for GR homodimerization. Crystal structures were obtained of the DBD (pdb 1GLU) (7) and the LBD (pdb 1M2Z) (8), but not of the entire GR protein. The DBD crystals allowed defining a region of five AAs, the D-loop, which is part of the second zinc-finger and is important for GR homodimerization (Fig. 1*A*). In the absence of ligand, GR resides in the cytoplasm as part of a protein complex containing several chaperones. Binding of GCs leads to structural changes (9) and results in translocation of GR to the nucleus, where it can regulate transcription through binding to DNA and/or to other TFs, as a GR dimer or a monomer.

**Figure 1:**
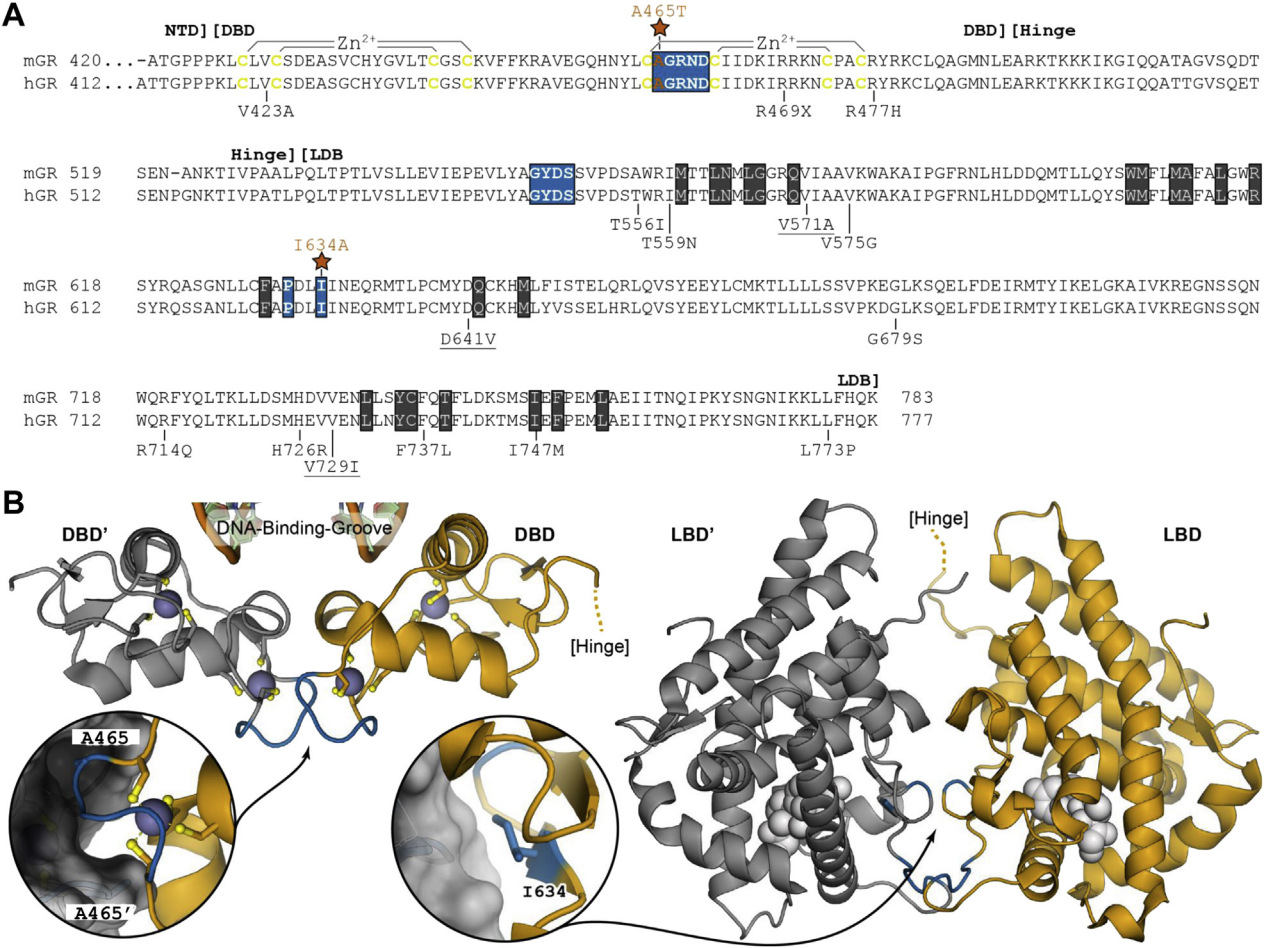
**Overview of the C-terminal GR region and amino acids of interest for this study.***A*, sequence alignment of the C-terminal regions of mouse GR (Uniprot P06537) and human GR (Uniprot P04150) starting from the end of the N-Terminal Domain (NTD) followed by the DNA-Binding Domain (DBD), hinge region, and Ligand-Binding Domain (LBD). In *yellow*, the Cys residues involved in the coordination of the Zinc ions in the two Zinc-fingers of the DBD. Highlighted in *blue* are the homodimerization interfaces of the DBD (D-loop) and LBD. Highlighted in *black* are residues contributing to ligand binding. Marked with a *red star* is the A465 residue, which is mutated in the GR^D^ mice, and the I634 residue, which is mutated in the GR^L^ mice. Pathologic mutations reported by Kino (46) are annotated below the sequences, underlined are mutations that were identified as homozygotic mutations, all others were heterozygotic. Residues involved in ligand binding were retrieved from (8). *B*, *left*, cartoon representation of the dimerized hGR DBD (from pdb 5e69). In *blue*, the dimerization interface as indicated in the sequence. Zinc atoms are displayed as spheres and the coordinating cysteine residues are shown as *sticks*. The *inset* shows a close-up view around residue A465 whereby the alanine side chain of each GR copy occupies a small pocket on the opposing GR. *Right*, cartoon representation of the dimerized GR LBD (from pdb 1m2z). In *blue*, the dimerization interface as indicated in the sequence. The ligand (dexamethasone), near the dimerization interface, is depicted in white spheres. The *inset* shows a close-up view around residue I634 with the side chain conforming to the shape of the opposing GR copy *via* van der Waals contacts. GR, glucocorticoid receptor.

The direct interaction of GR dimers with DNA occurs at a sequence motif called a GC response element (GRE), which is a 15 base pair (bp) motif that is composed of two imperfect hexameric inverted palindromic repeats separated by a 3 bp spacer, with the consensus sequence of AGAACA[N]_3_TGTTCT (10). The spacer allows for two GR molecules (one per hexamer) to bind the DNA in a head-to-head fashion. This stabilizes the interactions with the DNA and between both GR molecules promoting the formation of GR dimers *via* hydrogen bonds (at the level of their DBD) and creating positive cooperativity (11, 12, 13). In addition to this generally accepted dimeric model, there is some evidence, from old structural studies and recent work by Presman *et al.* that higher-order modes of GR interaction may occur in cells and that GR may bind to the DNA as a tetramer (14, 15).

Genome-wide binding studies have shown that only a fraction of all GR-binding sites (GBS) contain a recognizable GRE consensus sequence and GR may bind to very degenerate motifs or may bind indirectly to DNA (16). In addition, there is a second class of binding motifs for the GR comprising inverted repeats (IR-nGRE) with a variable spacer and with a consensus sequence of CTCC[N]_0-2_GGAGA (17). When binding such IR-nGRE sites, the two GR molecules interact in a head-to-tail orientation whereby they show a negative cooperativity (18) and this configuration causes transcriptional repression rather than activation. Furthermore, GR can bind as a monomer to GRE half-site motifs (19, 20). Experimental evidence for such monomeric binding was obtained in mice by exo-ChIP analysis. It was shown that under endogenous (low) corticosterone levels, GR binding to these half-sites is dominant and that in response to exogenous GCs (high levels), GR dimers assemble on full GREs near known genes, at the expense of monomer GR-DNA binding (20).

Synthetic GCs, such as dexamethasone (Dex), are among the most prescribed drugs in the world because of their potent anti-inflammatory and immunosuppressive effects (21). They are used for a wide variety of inflammatory diseases (22), but the optimal use of GC therapy is limited by the occurrence of severe side effects with chronic use (23). Furthermore, there is also a fraction of patients that do not respond to GC-based therapy, a phenomenon that is referred to as GC resistance (GCR) (24, 25). Both problems have led to a search for next-generation GCs, which may have a better therapeutic effect or reduced side effect profile. Structure–function studies of GR have been essential in this search (26, 27). Importantly, several studies have shown that the anti-inflammatory effects of GR are depending on both GR monomeric and dimeric activities, but that the protective effects of GCs in acute inflammation, such as endotoxemia, mainly depend on GR dimer formation. Several GR dimer-induced genes coding for anti-inflammatory proteins have been identified, for example, *Tsc22d3* and *Dusp1* (28, 29, 30, 31). These findings are largely based on studies using a mouse mutant, referred to as the GR^dim/dim^ mouse, officially named Nr3c1^tm3Gsc^, and here referred to as GR^D/D^. The A465T GR^D/D^ mutation targets the alanine found in the D-loop (Fig. 1*A*) and compromises the hydrogen bond formation between two GR monomers, thereby disrupting stable dimerization and positive cooperativity at the level of the DBD (32, 33). In these otherwise healthy GR^D/D^ mice, altered GR activity was shown in a gene- and tissue-specific way (34, 35). Although initially considered to be totally defective in dimerization, some follow-up studies have described that the GR^D/D^ mutation still forms dimers (35, 36), while others suggest that these dimers display less stability and substantially lower dimerization potential (37, 38).

Based on the crystal structure of the LBD (pdb 1M2Z) (8), a second GR dimer interface mediating binding between two LBD moieties of the receptors was identified. Six amino acids appeared crucial for GR dimerization, one of them being isoleucine-634 in mouse GR (Fig. 1*B*). The I634 of 1 GR LBD interacts with P631 of the other GR partner LBD and forms the hydrophobic core of the LBD dimerization domain, which is further stabilized by hydrogen bonds from surrounding amino acids (8). Presman *et al.* (36) have generated cells expressing GR containing the A > T mutation in DBD as well as an I > A mutation in the LBD. These double point mutant GR molecules, called GR^mon^ by the authors, were found to be severely compromised in their GR dimerization potential; however, the *in vivo* consequence of such a double mutation was not yet known.

Aiming to study the relative contribution of the DBD and LBD to GR dimerization interfaces in mice, we decided to generate an *in vivo*, nonfunctional mutation of the I634. Starting from the already generated GR^D^ mutation, we have generated mice comprising also the LBD mutation, leading to GR^D+L^ molecules as well as the single point mutant versions GR^D^ and GR^L^. We found that GR^D/D^ mice were viable, but GR^L/L^ or GR^D+L/D+L^ mice were not. Our results suggest that the mechanism leading to the perinatal lethality of mice carrying the GR^L/L^ or GR^D+L/D+L^ mutation is caused by reduced ligand binding.

## Results

### Generation of GR^L^ and GR^D+L^ mice

As outlined in Figure 2, both GR^L^ and GR^D+L^ mouse lines were generated starting from GR^wt/D^ zygotes, which were generated by crossing GR^wt/wt^ females and GR^D/D^ males both on a pure FVB/NJ background. A single-guide RNA (sgRNA), as well as a mutating template containing the desired point mutation (I > A) as shown in Fig. S1, and Cas9 mRNA were microinjected in the male pronucleus of the zygotes. In addition to the GR^L^ point mutation, a silent mutation was also introduced in the PAM sequence creating a restriction site used for genotyping (Fig. S1). After injection, the embryos were transferred into pseudo-pregnant females and pups were born. One pup contained the desired GR^D+L^ mutation and others the GR^L^, which was confirmed by sequencing the genomic DNA or the GR^D^ alone. The heterozygous mutant mice were first backcrossed on an FVB/NJ background for five generations to remove possible off-target effects as much as possible. Next, a heterozygous intercross was started to yield homozygous mutants. Strikingly and in contrast to GR^D^ intercrosses, GR^L/wt^ or GR^D+L/wt^ intercrosses yielded no viable homozygous mice (Fig. 2). Further investigation revealed that the homozygous GR^L/L^ and GR^D+L/D+L^ mice die at or just after birth.

**Figure 2:**
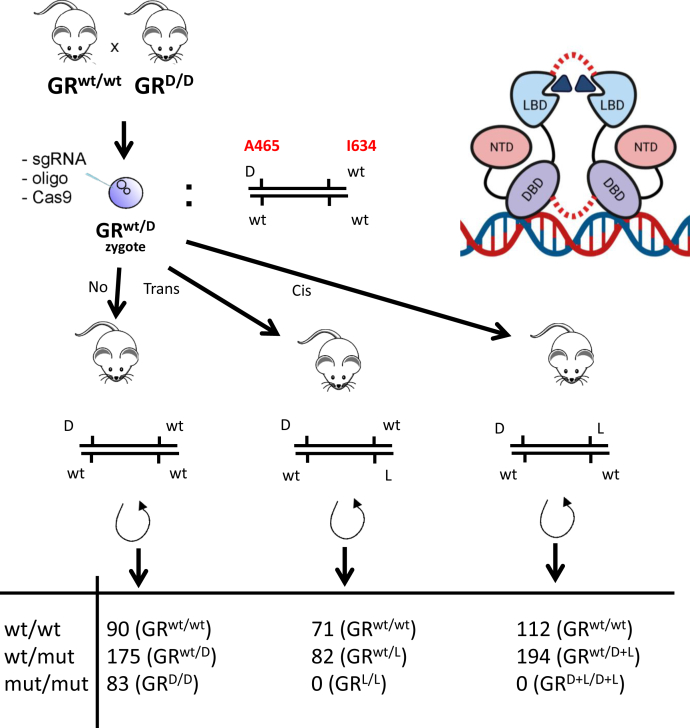
**Generation of GR point mutant mice and study of their phenotype.** Mutagenesis strategy to insert the L (I634A) missense mutation into the GR gene. GR^wt/D^ zygotes were used in CRISPR/Cas9 mutagenesis and were transferred to pseudopregnant females to obtain offspring containing the L variant either alone (GR^wt/L^) or in combination with the GR^D^ mutation (GR^wt/D+L^ mice). These heterozygous mice were further crossed multiple times to obtain homozygotes. The table illustrates that GR^L/L^ or GR^D+L/D+L^ homozygotes were never obtained, which indicates that the homozygous condition is lethal *in utero* or perinatal or shortly after birth. In the figure, we also display a cartoon of two GR monomers, binding on DNA, and homodimerizing by means of the DBD interactions and LBD interactions (in *red*). DBD, DNA-binding domain; GR, glucocorticoid receptor; LBD, ligand-binding domain.

### Homozygous GR^L/L^, GR^D+L/D+L^, and GR^−/−^ display similar lethal phenotypes

GR^−/−^ mice die immediately after birth due to underdevelopment of the lungs (2). Lung development is normal until day of 15.5 after fertilization (E15.5), but then displays progressive hyperplasia with almost no luminal airway dilation (2, 39). In order to compare the phenotype of GR^L/L^ and GR^D+L/D+L^ with GR^−/−^, we performed histological analysis of E18.5-days-old embryos prepared after timed mating of the different genotypes and compared them with wild-type embryos. Hematoxylin and eosin (H&E) staining and immunohistochemistry (IHC) for the lung maturation marker T1a show highly similar lung development for GR^wt/wt^ and GR^D/D^ mice, with an open lung structure and high presence of the T1a maturation marker. The other mice display a compact mesenchyme, which matches the previously observed absence of luminal airway dilation in GR^−/−^, as well as a reduced presence of the T1a marker, thus lower number of differentiated lung epithelial cells and more immature, dividing cells (Fig. 3). GR^−/−^ mice have also been reported to suffer from an incompletely differentiated skin, leading to problematic fluid retention (5). The incomplete epidermal stratification observed in E18.5-days-old GR^−/−^ embryos, which was not observed in GR^wt/wt^ and GR^D/D^ embryos, was also observed in GR^L/L^ and GR^D+L/D+L^ pups, which clearly show an abnormally thin skin and absence of one or more skin layers that should present in differentiated skin (Fig. 3).

**Figure 3:**
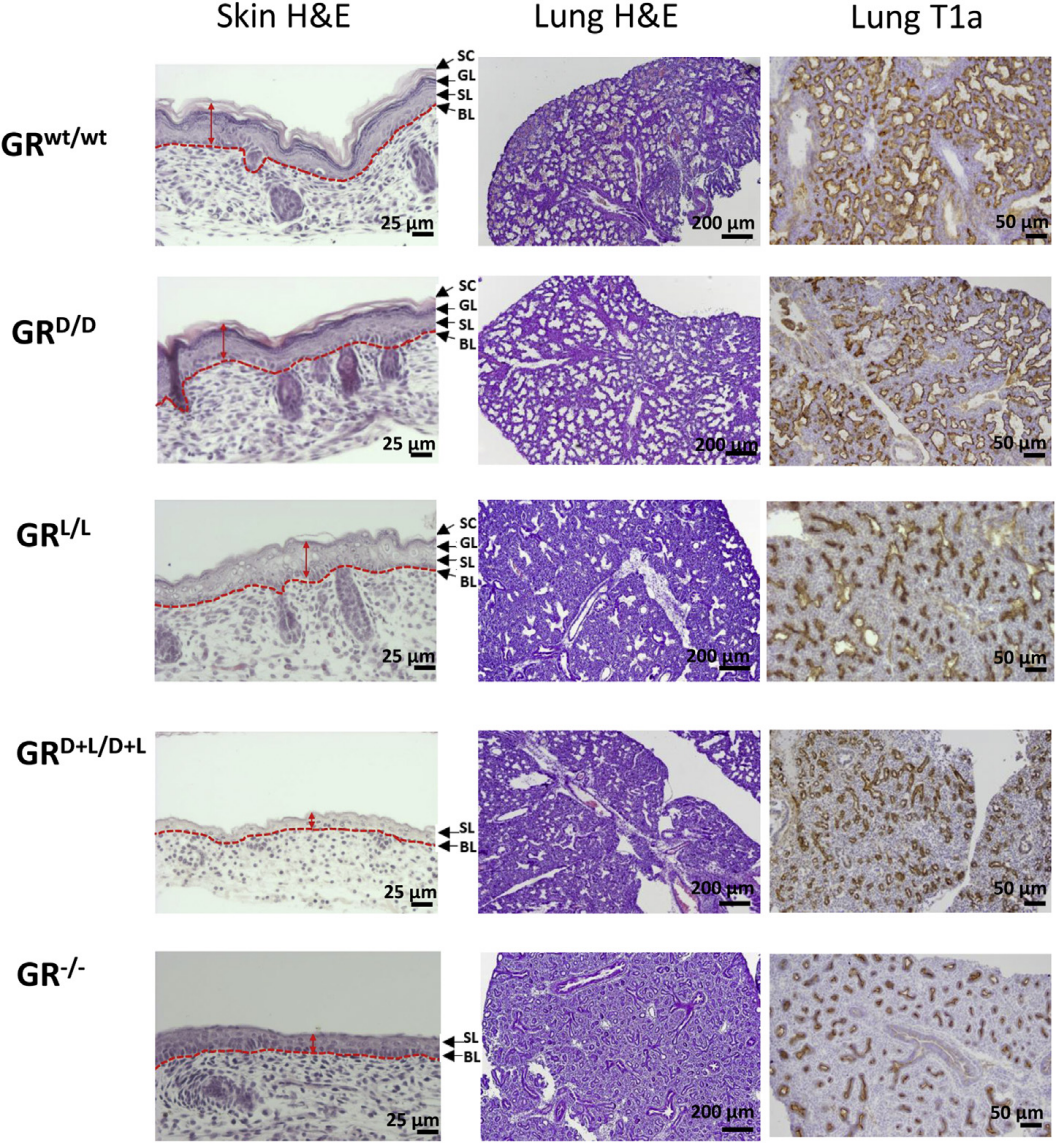
**Pathology of GR mutant mice.** Comparison of GR^wt/wt^, GR^−/−^, GR^D/D^, GR^L/L^, and GR^D+L/D+L^ at the level of the skin (*left*) and lungs (*middle* and *right panels*) on day E18,5. The GR^wt/wt^ and GR^D/D^ show a normal skin: all the skin layers are present: SC (=Stratum corneum) + GL (=Granular layer) + SL (=Spinous layer) + BL (=Basal layer). Likewise, the lungs show well developed alveoli (lung H&E), and there is high and widespread expression of the lung maturation marker T1a in the epithelial cells. The GR^L/L^, GR^D+L/D+L^, and GR^−/−^ show an abnormal skin and lung phenotype. The GR^L/L^ skin is slightly thinner and still has all layers recognizable (SC though is almost absent) but shows abnormalities in cell organization and morphology. The GR^D+L/D+L^ and GR^−/−^ have extremely thin skin with only the BL and SL recognizable. The lung H&E staining shows much denser tissue in GR^L/L^, GR^D+L/D+L^, and GR^−/−^, and the T1a marker is much less present than in GR^wt/wt^ indicating a severe lung maturation defect. GR, glucocorticoid receptor; H&E, hematoxylin and eosin.

### GR function in mouse embryonic fibroblasts (MEFs)

E13.5-days-old embryos of heterozygous intercrossed mice were isolated and primary murine embryonic fibroblast (MEF) cells isolated, cultured, and genotyped. Homozygous GR^wt/wt^, GR^D/D^, GR^L/L^, and GR^D+L/D+L^ cells were identified, expanded, and characterized. First, it was obvious that the total amount of GR protein in all four cell types was similar in unstimulated conditions (Fig. 4*A*). We then characterized the different GR mutants in GR stimulated conditions using Dex. Dex has a high affinity for the GR and does not bind the MR, in contrast to endogenous corticosterone, which makes it perfectly suited to investigate GR only mediated effects. Based on previous work by our and other groups, we used a concentration of 10^−6^M (1 μM) Dex. We investigated nuclear translocation using confocal microscopy and found that significant nuclear translocation was induced in all genotypes. The effect size was even the largest in GR^D+L/D+L^ cells, which was somewhat unexpected (Fig. S2). The data suggest that neither the D nor the L mutation negatively impacts the initial response to high doses of ligand leading to nuclear translocation, as also suggested by Presman *et al.* (36).

**Figure 4:**
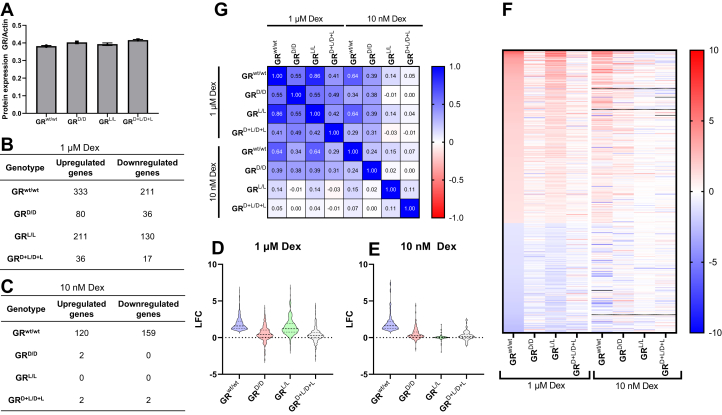
**Functional studies on the different GR mutants in MEF cells**. *A*, quantification of GR levels (FIJI using ACTIN as loading control (n = 2)) showed no significant differences in GR levels between the mutants (blot: Fig. S8). *B*, number of differentially expressed genes per genotype, DEX *versus* solvent found in the RNAseq with 1 μM Dex for 5 h (|LFC| ≥ 1; adjusted *p*-value ≤ 0.05). *C*, number of differentially expressed genes per genotype, DEX *versus*. solvent found in the RNAseq with 10 nM Dex for 5 h (|LFC| ≥ 1; adjusted *p*-value ≤ 0.05). *D*, violin plot of the magnitude of LFC values for genes upregulated by 1 μM Dex in WT in the other genotypes. The GR^wt/wt^ and GR^L/L^ show similar magnitudes of regulation. *E*, violin plot of the magnitude of LFC values for genes upregulated by 10 nM Dex in WT and in the other genotypes. The GR^wt/wt^ regulated genes show no regulation in the other genotypes. *F*, heatmap of genes regulated in all conditions, in both 1 μM Dex and 10 mM Dex experiments. Values shown are log2 fold changes, *black* indicates values outside the range on the scale (> 10 or < −10). *G*, correlation matrix between all LFC changes in Dex *versus* control, within and between the 1 μM and 10 nM Dex experiments. The nonparametric spearman correlation values were calculated and are shown in the matrix. GR, glucocorticoid receptor; LFC, log2 fold change; MEF, murine embryonic fibroblast.

Based upon these results, a genome-wide transcriptome profiling was done by RNA-seq on three MEF cultures, each one derived from a different mouse, per genotype for three biological replicates that were stimulated with either vehicle or 1 μM Dex for 5 h. 

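This RNA-seq experiment comprised 36 libraries of total RNA from MEFs, which are primary fibroblasts grown out of mouse embryos, treated for 5 h with vehicle or with 1 μM Dex, a synthetic glucocorticoid. Each of GR D/D, GR L/L, GR D+L/D+L and GR-/- was represented by 3 vehicle and 3 Dex libraries, and GR wt/wt by 6 of each. The experiment was done in 2 runs. Run 1 held the 24 libraries of GR D/D, GR D+L/D+L, GR-/- and GR wt/wt replicates 1 to 3, and run 2 held the 12 libraries of GR L/L and GR wt/wt replicates 4 to 6. The sample labels give FVB/NJ as the strain of every library, whereas the methods of the paper describe the GR+/- mice that were intercrossed for GR-/- as 129 Sv. The authors prepared TruSeq libraries, sequenced them on a NextSeq, mapped the reads to mm10 with hisat2, kept the uniquely mapped reads and counted them per gene with featureCounts. The paper's text does not name the gene annotation, the versions of these programs or whether the counting used the strand. The deposited table holds the raw counts of 55487 genes by Ensembl identifier, without normalization or filter, and 22903 of them had 0 counts in every library. Symbols were found for 55141 of the identifiers.

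The total count per library ranged from 15280166 to 28662608, with a median of 16579210.5 in run 1 and 24827607.5 in run 2. In GR wt/wt of run 1 it was 15280166 to 16396184 with vehicle (median 16115057) and 16723690 to 18458813 with Dex (median 17636321). In GR wt/wt of run 2 it was 24588304 to 25587265 with vehicle (median 24735626) and 23575462 to 24892205 with Dex (median 24683261). The GR D/D libraries had 15656116 to 19102035 counts with vehicle (median 18851714) and 15825176 to 16672317 with Dex (median 16181996). For GR L/L the totals were 26925658 to 28662608 with vehicle (median 27222206) and 21532686 to 25962275 with Dex (median 24763010). For GR D+L/D+L they were 15280359 to 16357033 with vehicle (median 15805455) and 16464133 to 16761877 with Dex (median 16587345). The GR-/- libraries had 15761021 to 17864131 counts with vehicle (median 17195806) and 16571076 to 17414447 with Dex (median 16594279). No 2 libraries of a group were near-copies, since the median chi-square between the libraries of a pair was 1.40 to 8.34 times the sampling noise over the 36 pairs.

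Counts were tested with edgeR's quasi-likelihood test after TMM normalization, in one model of all 36 libraries with a term for each genotype and treatment and a term for the run. The default expression filter of edgeR left 15489 genes. Genes were called at the thresholds of the paper, an adjusted p-value (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change of at least 1. A difference of the Dex response between genotypes was tested as an interaction at the same adjusted p-value without a limit on its size. Standard errors of log2 fold changes were derived from the test statistic and are approximate. The tests treat the libraries of a group as independent. It stays open whether these libraries came from different embryos, so the p-values may not cover differences between embryos. The common dispersion of 0.00319 corresponds to a biological coefficient of variation of 0.0565.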

Data were analyzed as described in the methods, and differentially expressed genes (with absolute log2 fold change (|LFC|) ≥ 1 and false discovery rate (FDR) ≤ 0.05) were used for further analysis. 

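Of the 15489 genes tested, 533 passed both thresholds in GR wt/wt MEFs, of which 322 were raised by Dex and 211 lowered. In GR L/L, 393 genes passed, 232 raised and 161 lowered. In GR D/D, 145 genes passed, 95 raised and 50 lowered, and in GR D+L/D+L 60 genes, 42 raised and 18 lowered. The limit on the fold change moved these counts most. With the adjusted p-value alone, 5207 genes passed in GR wt/wt, 2740 in GR L/L, 1569 in GR D/D and 620 in GR D+L/D+L. This GR wt/wt count rests on 6 libraries per treatment and the mutant counts on 3.

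Among genes with a mean count of at least 50 that moved the same way in all 6 GR wt/wt replicates, the genes raised most in GR wt/wt were Zbtb16, Map7d2, Aldh1a7, Mt2 and Pdk4. The log2 fold change of Mt2 (ENSMUSG00000031762) was 3.80 (standard error 0.12, adjusted p = 4.39e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Map7d2, Aldh1a7 and Pdk4 it was 4.55, 4.22 and 3.30. Zbtb16 (ENSMUSG00000066687) had a fitted log2 fold change of 6.45, but its vehicle libraries of run 1 held 0 counts and those of run 2 held 7 to 16, against 32 to 44 and 638 to 1039 with Dex. The genes lowered most were Ch25h (−2.94), Il6 (−2.47), Aldh1a3 (−2.08), Has2 (−2.02) and Pde4b (−2.01).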

A complete overview of the number of detected genes after 1 μM DEX can be found in Figure 4*B* for all conditions. 

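Of the 393 genes called in GR L/L, 281 (71.5%) were also called in GR wt/wt, all of them in the same direction. Conversely, 74.1% of the 533 genes called in GR wt/wt changed in the same direction in GR L/L with an adjusted p-value of at most 0.05. The 5 genes raised most in GR wt/wt had log2 fold changes of 3.26 (Mt2) to 5.75 (Zbtb16) in GR L/L, and the 5 lowered most had −2.27 (Il6) to −1.60 (Pde4b).

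By the interaction test, the Dex response of 115 genes differed between GR L/L and GR wt/wt, with a lower log2 fold change in GR L/L for 86 and a higher one for 29. These included 35 of the 322 genes raised in GR wt/wt and 6 of the 211 lowered, all of which changed less in GR L/L. The smallest adjusted p-values were those of Dennd2a (log2 difference −0.53, standard error 0.06, adjusted p = 1.05e-05 from the same edgeR test), Col11a1 (−0.85) and Suox (−1.10). Against the GR wt/wt libraries of run 2 alone, in which GR L/L was also profiled, 286 genes differed. The count of 115 depends on single GR L/L libraries, since it was 68 without vehicle replicate 2 and between 70 and 76 without vehicle replicate 1 or any one Dex library.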

The effect of DEX in the different GR variants on gene expression gives a clear order of GR^wt/wt^, followed by GR^L/L^, which is capable of regulating many of the same genes, but not strongly. This can be seen in Figure 4*G* (1 μM Dex) where the correlation between the LFC changes in GR^wt/wt^ and GR^L/L^ is high (0.86). 

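Over the 15489 genes tested, Spearman's correlation of the log2 fold changes with those of GR wt/wt was 0.619 for GR L/L, 0.391 for GR D/D, 0.262 for GR D+L/D+L and −0.010 for GR-/-. These correlations run across genes, which are not independent replicates, so no p-value is given. Computed per replicate, with the Dex library set against the vehicle library of the same number, the correlation varied with an SD of 0.0480 for GR L/L, 0.0505 for GR D/D and 0.0270 for GR D+L/D+L (n = 3 each). The set of genes changed it in both directions. Without a filter on low counts it was 0.236 for GR L/L, 0.154 for GR D/D and 0.107 for GR D+L/D+L, and over the 533 genes called in GR wt/wt it was 0.867 for GR L/L, 0.526 for GR D/D, 0.444 for GR D+L/D+L and −0.147 for GR-/-.

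Within runs, GR L/L reached 0.628 with GR wt/wt of run 2 and 0.413 with GR wt/wt of run 1. For GR D/D the values were 0.404 with GR wt/wt of run 1 and 0.323 with GR wt/wt of run 2, and for GR D+L/D+L 0.293 and 0.198. Between the 2 runs of GR wt/wt the correlation was 0.472. For the 533 called genes, the correlation of GR L/L was 0.885 with GR wt/wt of run 2 and 0.718 with GR wt/wt of run 1, and that between the runs of GR wt/wt was 0.732.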

The GR^D/D^ performs relatively poorly, both in effect magnitude and in number of differentially regulated genes (Fig. 4, *B* and *D*). 

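Of the 145 genes called in GR D/D, 75 were also called in GR wt/wt, and 74 of these changed in the same direction. The exception, named after its values were seen, was Adamts16, with a log2 fold change of 1.46 in GR D/D (adjusted p = 0.0395) and −1.37 in GR wt/wt (adjusted p = 4.9e-06, both from edgeR's quasi-likelihood test). The 3 GR wt/wt replicates of run 1, the run of GR D/D, gave 310 called genes when they alone represented GR wt/wt, and GR D/D then gave 156.

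The response of 1105 genes differed from that of GR wt/wt, with a lower log2 fold change in GR D/D for 639 and a higher one for 466, and 509 genes differed from GR wt/wt of run 1. Of the 322 genes raised in GR wt/wt, 147 differed. The change was smaller in GR D/D for 145 of these and larger for Rgcc (2.47 against 1.59) and Cdh6 (2.40 against 1.68), which were named after their values were seen. All 51 of the 211 lowered genes that differed changed less in GR D/D. The smallest adjusted p-values of the difference were those of Mt2 (log2 difference −3.18, standard error 0.20, adjusted p = 1.32e-13 from the same test), Jade2 (−1.78) and Tent5b (−2.11). Mt2 rose by 0.62 in GR D/D (standard error 0.17, adjusted p = 0.0113), a call that was lost when vehicle replicate 3 (adjusted p = 0.0881) or Dex replicate 3 (adjusted p = 0.0618) was left out. The log2 fold change was 2.42 for Map7d2, −0.20 for Aldh1a7 (adjusted p = 0.898) and −0.0039 for Pdk4 (standard error 0.33, adjusted p = 0.998), whose sign varied with the processing. The 5 genes lowered most in GR wt/wt fell in GR D/D as well, with log2 fold changes from −1.46 (Aldh1a3) to −0.84 (Has2).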

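In GR D+L/D+L MEFs, 30 of the 60 called genes were also called in GR wt/wt, all in the same direction, and 32 were also called in GR D/D. The response of 1227 genes differed from that of GR wt/wt, and 501 from that of GR wt/wt of run 1. Mt2 had the smallest adjusted p-value (log2 difference −3.36, standard error 0.20, adjusted p = 2.85e-14 from edgeR's quasi-likelihood test), followed by Tent5b (−2.42) and Dennd2a (−0.99). All 158 of the genes raised and all 57 of the genes lowered in GR wt/wt that differed changed less in GR D+L/D+L. A response remained measurable at some of the genes named above. The log2 fold change in GR D+L/D+L was −1.33 for Ch25h (standard error 0.15, adjusted p = 7.93e-08), −0.88 for Il6 (adjusted p = 3.82e-05) and 1.44 for Map7d2 (adjusted p = 0.000522). It was 0.09 for Pdk4 (adjusted p = 0.946) and 0.44 for Mt2 (adjusted p = 0.143). Whether Mt2 passes the adjusted p-value depends on the model. It ranged from 2.15e-10 without a filter on low counts to 0.32 with the replicate number as a block, and was at most 0.05 in 5 of 11 alternatives. Has2 fell by 0.53 (adjusted p = 0.0235). Its adjusted p-value rose above 0.05 with DESeq2 and when any 1 of the 6 GR D+L/D+L libraries was left out (adjusted p from 0.0504 to 0.106). Zbtb16 had at most 2 counts in any GR D+L/D+L library, so no fold change is given for it.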

Finally, the double mutant, GR^D+L/D+L^, shows an almost nonexistent effect of Dex. 

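Nr3c1 (ENSMUSG00000024431), which encodes the GR, lies on chromosome 18 of mm10 from 39410545 to 39519421 on the minus strand. In the GR-/- libraries its level was 16.1, 18.0 and 15.9 CPM (counts scaled to the library size) in vehicle replicates 1, 2 and 3 and 16.8, 17.3 and 20.4 in Dex replicates 1, 2 and 3, from 251 to 340 counts per library. The GR wt/wt libraries of the same run had 67.2, 69.2 and 74.3 with vehicle and 50.1, 47.8 and 48.5 with Dex, and those of run 2 had 98.1, 101 and 91.8 with vehicle and 64.6, 75.6 and 77.6 with Dex. The GR D/D libraries had 73.2, 83.0 and 78.3 with vehicle and 73.9, 64.4 and 66.7 with Dex, the GR D+L/D+L libraries 98.9, 98.9 and 93.6 with vehicle and 89.9, 86.8 and 88.3 with Dex, and the GR L/L libraries 101, 104 and 105 with vehicle and 85.6, 85.5 and 85.5 with Dex. Every GR-/- library was thus below every other library. Counts per gene do not show whether the remaining transcripts carry an intact reading frame. Dex lowered Nr3c1 itself in GR wt/wt (log2 fold change −0.47, standard error 0.04, adjusted p = 1.19e-10 from edgeR's quasi-likelihood test).

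No gene was called in GR-/- MEFs. The smallest adjusted p-value was 0.371, and 787 of the 15489 genes (5.08%) had an unadjusted p-value under 0.05. The response of 2310 genes differed between GR-/- and GR wt/wt, and 1314 differed from GR wt/wt of run 1. The smallest adjusted p-values of this difference were those of Gjb2 (log2 difference 2.14, standard error 0.10, adjusted p = 2.76e-17 from the same edgeR test), Sphk1 (−1.84) and Sgk1 (−1.38). Single GR-/- libraries decide the count of 0. Leaving out vehicle replicate 1 or vehicle replicate 2 gave 6 called genes each, and leaving out Dex replicate 1 gave 3 (Vtn, Gm10260 and Gm13394, named after their values were seen). The genes of the first 2 fits, among them Ibsp, Col9a1 and Comp, all had their highest count in vehicle replicate 3. Those of the last fit had it in Dex replicate 3. These are the libraries flagged below for cartilage genes and for Xist. The calls thus rest on 1 library each, not on a response shared by the replicates. Without a filter on low counts, 28 genes were called, of which 19 had their highest count in vehicle replicate 3 and 8 in Dex replicate 3.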

We also included MEFs, which are KO for the GR (GR^−/−^) as negative controls, here no effect at all of Dex was obtained, and this condition was not included in any figures and excluded from further analysis. If the number of regulated genes in the wild type is taken as 100%, the GR^D/D^, GR^L/L^, and GR^D+L/D+L^ regulate 21%, 63%, and 10% of the genes that should be under GR control, respectively. 

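Relative to the 533 genes called in GR wt/wt, the count was 27.2% in GR D/D, 73.7% in GR L/L and 11.3% in GR D+L/D+L. Across the fits that left out one library, these shares ranged from 21.1% to 30.2% in GR D/D, from 64.4% to 77.1% in GR L/L and from 9.29% to 12.0% in GR D+L/D+L. With only the GR wt/wt libraries of run 1 in the model, GR wt/wt gave 310 genes and the shares were 50.3% in GR D/D, 122% in GR L/L and 21.0% in GR D+L/D+L. With only those of run 2, GR wt/wt gave 691 genes and the shares were 21.6%, 56.3% and 8.83%. Each model divides all mutant counts by the same GR^wt/wt count, so the choice of run cannot test the order of the mutants. Matched to GR^wt/wt of its own run, the share was 50.3% in GR^D/D and 21.0% in GR^D+L/D+L (run 1). It was 56.3% in GR^L/L (run 2). Matched in this way, GR^L/L and GR^D/D lay much closer together than the 73.7% and 27.2% over both runs. These shares count all genes called in a mutant. The genes called in both a mutant and GR wt/wt were 14.1% of the GR wt/wt genes in GR D/D, 52.7% in GR L/L and 5.63% in GR D+L/D+L. By setting the wild-type count to 100%, the paper expresses the drop in the number of regulated genes as a share of the genes that it states should be under GR control, and orders the variants from GR wt/wt through GR L/L and GR D/D to the double mutant.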

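For the 322 genes raised by Dex in GR wt/wt, the median log2 fold change was 1.53 in GR wt/wt, 1.18 in GR L/L, 0.41 in GR D/D, 0.29 in GR D+L/D+L and −0.0072 in GR-/-. For the 211 genes lowered in GR wt/wt, it was −1.32 in GR wt/wt, −0.99 in GR L/L, −0.54 in GR D/D, −0.43 in GR D+L/D+L and 0.04 in GR-/-. Some of the raised genes had at most 3 counts in every vehicle or every Dex library of a genotype. With these at the fold change that 3 counts allow, and those with at most 3 counts throughout left out, the medians of the raised genes were 1.47, 1.18, 0.43, 0.29 and −0.012. The list of genes moved the GR L/L median most, to 0.99 when the genes were those raised in GR wt/wt of run 1.

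Medians were also taken per replicate, as the Dex library less the vehicle library of the same number in log2 CPM (prior count 2). For the raised genes they were 1.12 ± 0.03 in GR wt/wt of run 1, 1.58 ± 0.04 in GR wt/wt of run 2, 1.09 ± 0.08 in GR L/L, 0.36 ± 0.01 in GR D/D, 0.27 ± 0.06 in GR D+L/D+L and −0.0038 ± 0.0067 in GR-/- (SD, n = 3 each). The GR D/D, GR D+L/D+L and GR-/- replicates lay below all 6 GR wt/wt replicates (two-sided exact permutation test, p = 0.0119 each, the smallest p that 84 arrangements allow). The GR L/L replicates did not differ from all 6 GR wt/wt replicates (exact permutation test, p = 0.143). Within its run, each mutant lay below every GR wt/wt replicate, where 3 replicates against 3 cannot give a p below 0.1. For the lowered genes the medians were −0.86 ± 0.06 in GR wt/wt of run 1, −1.33 ± 0.02 in GR wt/wt of run 2, −0.93 ± 0.03 in GR L/L, −0.52 ± 0.06 in GR D/D, −0.39 ± 0.04 in GR D+L/D+L and 0.05 ± 0.05 in GR-/- (SD, n = 3 each). Against all 6 GR wt/wt replicates, the exact permutation test gave p = 0.0119 for GR D+L/D+L and for GR-/-, 0.0238 for GR D/D and 0.44 for GR L/L. The lists were chosen by the response of these same GR wt/wt libraries, which by itself favors a larger change in GR wt/wt. The 6 GR wt/wt replicates span 2 runs that responded to different extents, so these p-values do not isolate the genotype. The replicate numbers are not shown to pair a Dex with a vehicle library, so the SDs may rest on arbitrary matches. The SDs and p-values for both lists also treat the replicates as independent cultures. Whether they came from different embryos stays open, since all libraries of a genotype and run were of the same sex.

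The log2 fold change had the opposite sign for 72 of the 322 raised genes in GR D/D (22.4%), 91 in GR D+L/D+L (28.3%), 10 in GR L/L (3.11%) and 165 in GR-/- (51.2%). None of these opposite changes reached an adjusted p-value of 0.05, and 13 of them, summed over the 4 genotypes, had an unadjusted p-value under 0.05. Of the raised genes, 46 in GR D/D, 50 in GR D+L/D+L, 5 in GR L/L and 39 in GR-/- had at most 3 counts in every library of the genotype. The sign of such genes carries little information. Of the 211 lowered genes, 41 had the opposite sign in GR D/D, 44 in GR D+L/D+L, 12 in GR L/L and 126 in GR-/-. Ccl4 (0.78 against −1.18 in GR wt/wt) and Adamts16, both in GR D/D, were the only ones of these with an adjusted p-value of at most 0.05, and were named after their values were seen.

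**Figure D1:**
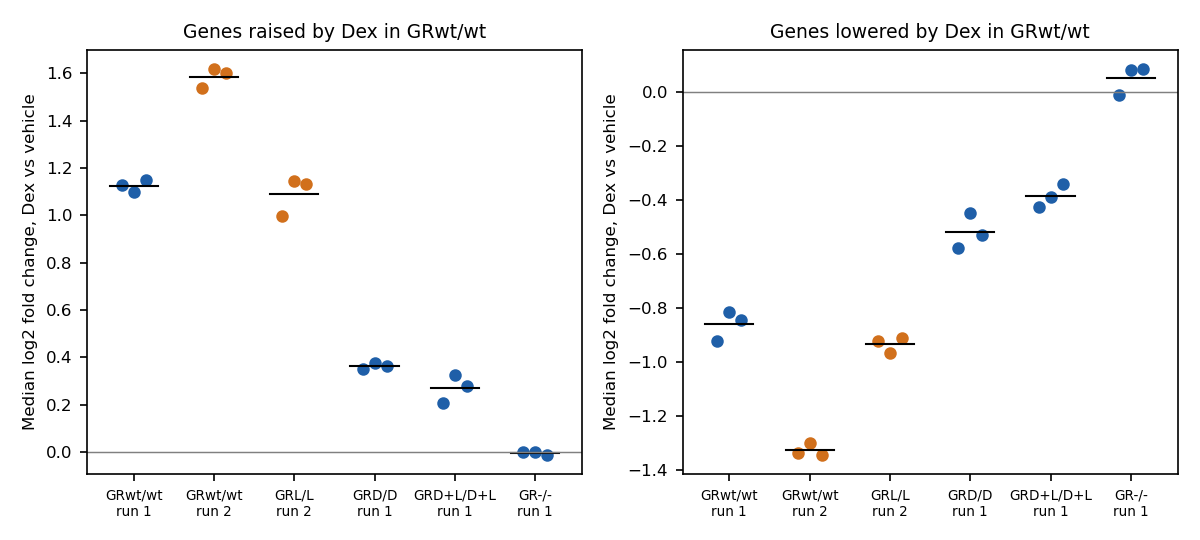
Median log2 fold change (Dex library less vehicle library of the same replicate number) over the genes raised (left) and lowered (right) by Dex in GR wt/wt, for each replicate (points) with the mean of the 3 replicates of a genotype and run (lines), blue for run 1 and orange for run 2. For the raised genes the means are 1.12 and 1.58 in the 2 runs of GR wt/wt, 1.09 in GR L/L, 0.36 in GR D/D and 0.27 in GR D+L/D+L.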

When taking into account only the expression of *normal* (*i.e.*, by WT GR) GR regulated genes, there is also a clear difference in effect magnitude, with large fold changes observed in GR^wt/wt^ and GR^L/L^ and much lower or even opposite effects in the other genotypes (Fig. 4*D*). For technical reasons, the experiment was performed in two parts, one with GR^wt/wt^, GR^D/D^, GR^D+L/D+L^, and GR^−/−^ and a second one where we profiled the GR^L/L^ alongside GR^wt/wt^. 

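The GR wt/wt replicates of the 2 runs responded to Dex to different extents. With a separate Dex term for each run, 311 genes were called in GR wt/wt of run 1 (198 raised, 113 lowered) and 695 in GR wt/wt of run 2 (378 raised, 317 lowered), of which 184 were shared. The response of 1098 genes differed between the runs at an adjusted p-value of at most 0.05. The median log2 fold change of the 322 raised genes was 1.27 in run 1 and 1.68 in run 2, and that of the 211 lowered genes was −1.04 and −1.59. Pdk4 rose by 1.85 on the log2 scale in run 1 and by 4.01 in run 2 (difference 2.17, standard error 0.12, adjusted p = 4.67e-15 from edgeR's quasi-likelihood test), Aldh1a7 by 2.03 and 4.78, and Mt2 by 3.25 and 4.29. For Ch25h and Il6 the runs did not differ (adjusted p = 0.302 and 0.356). With vehicle, 3535 genes differed between the 2 runs of GR wt/wt at both thresholds. The GR wt/wt libraries of run 1 expressed the X-inactivation transcript Xist (248 CPM with vehicle, against 0.024 in run 2) and those of run 2 the Y-linked Ddx3y (132 against 0.088), so the runs of GR wt/wt also differ in sex.

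**Figure D2:**
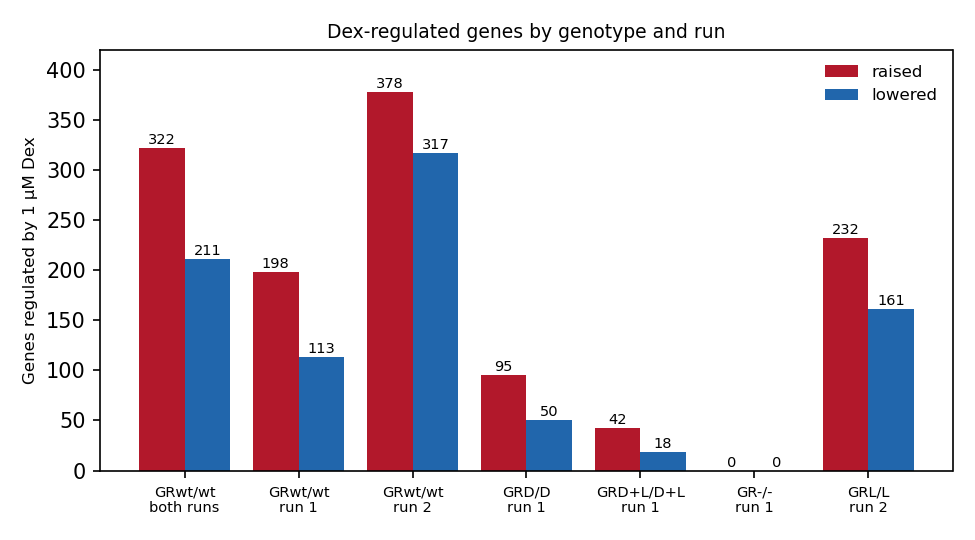
Number of genes raised (red) and lowered (blue) by 1 μM Dex at both thresholds, by genotype and run, with GR wt/wt called over both runs and in each run. GR wt/wt gives 311 genes in run 1 and 695 in run 2, and the mutants 145 (GR D/D), 60 (GR D+L/D+L), 0 (GR-/-) and 393 (GR L/L).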

We minimized technical variation between runs by using identical processing, including sequencing on the same machine. Still present batch effects from the setup were corrected for by making a multivariate model for differential gene expression calling where the batch effects were included as an experiment term in the formula (deseq2 formula: ∼ experiment + condition).

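The mutants were compared with each other by the same interaction test. The Dex response of 1074 genes differed between GR L/L and GR D/D, with a higher log2 fold change in GR L/L for 583 and a lower one for 491. This count was 668 without GR D/D vehicle replicate 2. When each mutant was set against GR wt/wt of its own run, 196 genes differed between GR L/L and GR D/D. Between GR D+L/D+L and GR D/D, 0 genes differed, while 1437 had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.0705. The count was 10 without GR D/D Dex replicate 1, 7 without GR D/D vehicle replicate 3, 12 with a separate GR wt/wt term for each run, an alternative chosen after seeing the data, and 21 with DESeq2.

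As a share of the GR wt/wt response of the same run, over genes called in GR wt/wt of the other run, the median log2 fold change of raised genes was 68.2% in GR L/L (replicates 67.2% to 72.5%), 37.8% in GR D/D (34.9% to 44.1%), 26.1% in GR D+L/D+L (23.9% to 31.6%) and −0.033% in GR-/- (−2.04% to 0.638%). For lowered genes the share was 78.6% in GR L/L (replicates 82.5% to 91.4%), 68.1% in GR D/D (57.2% to 75.1%), 51.0% in GR D+L/D+L (48.7% to 55.0%) and −5.10% in GR-/- (−9.99% to 0.947%). The shares come from the fitted fold changes and the replicate values from log2 CPM (prior count 2), so a share can lie outside its replicates, as that of the lowered genes in GR L/L does.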

The primary goal was to estimate the GR dimer mediated regulatory potential of the different variants and a clear order of activity could be established. However, when further investigating other aspects using a Dex titration approach, some additional information came to light, as the behavior of the GR^L/L^ especially changed radically at low level of Dex. In order to fully understand this, a new RNAseq transcriptome profiling was performed using a lower concentration, 10 nM Dex in all genotypes. As expected, a lower number of genes were found to be differentially expressed in the GR^wt/wt^ after 10 nM Dex than after 1 μM Dex. All of the mutant GRs showed a dramatic drop in regulatory activity with the GR^L/L^ no longer able to regulate gene expression at all (Fig. 4*C*). The median LFC observed by GR activation for the gene regulated in WT shows a median LFC of around 2 in WT, in the other genotypes a median LFC of 0 is observed (Fig. 4*E*). Furthermore, while with 1 μM DEX the correlation in gene expression between GR^wt/wt^ and GR^L/L^ was high, no correlation can be found after 10 nM Dex. Here only the GR^wt/wt^ and GR^D/D^ show some level of correlation (Fig. 4*G*). Figure 4*F* shows an overview of the expression of all genes regulated by 1 μM Dex in WT GR, and what their LFC is in all the other DEX *versus*. control comparisons. This clearly shows that with high ligand concentrations, the GR^wt/wt^ and GR^L/L^ are most alike as are the GR^D/D^ and GR^D+L/D+L^. However, under low ligand concentrations, GR^wt/wt^ and GR^D/D^ are the most alike. These data show that dimer formation, especially at lower ligand concentrations, is not sufficient to explain the behavior of GR^L/L^ mutant.

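At 1 μM Dex, over the 533 genes called in GR wt/wt, the highest Spearman correlation between 2 genotypes was 0.867, for GR wt/wt with GR L/L. The correlation of GR D/D was 0.526 with GR wt/wt, 0.523 with GR L/L and 0.517 with GR D+L/D+L, and that of GR D+L/D+L was 0.444 with GR wt/wt and 0.421 with GR L/L. The set of genes moved this order. Over the genes called in GR wt/wt of run 1, a set chosen after seeing the data, GR D/D correlated at 0.680 with GR D+L/D+L, 0.647 with GR wt/wt and 0.598 with GR L/L, and over those called in GR wt/wt of run 2 at 0.496, 0.568 and 0.551. Restricted to GR wt/wt of run 1, the run of both GR D/D and GR D+L/D+L, the correlation with GR wt/wt was 0.559 for GR D/D and 0.493 for GR D+L/D+L. Over all 15489 genes, GR D/D correlated at 0.391 with GR wt/wt, 0.236 with GR L/L and 0.273 with GR D+L/D+L. The genes were chosen by their response in GR wt/wt, and the correlations run across genes, which are not independent replicates. The libraries with 10 nM Dex were not analysed here.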

### GR dimerization capacity in MEFs

Using a proximity ligation assay (PLA), the homodimerization capacity of GR in the primary MEF cells was investigated. Cells were treated with 1 μM of Dex or with control medium (0.01% ethanol), 45 min later they were subjected to fixation, antibody binding, and PLA reaction, leading to red fluorescent signals reporting dimerization. Pictures taken by confocal microscopy were used to measure and quantify the signals. Representative pictures are displayed in Figure 5*A*, and the degrees of dimerization are shown in Figure 5*B*. Clearly, the GR^wt/wt^ MEF cells undergo strong GR dimerization after Dex treatment. After quantification, a significant increase of 4.3 × was detected in the GR^wt/wt^ cells. In this assay, both the GR^D/D^ cells and GR^D+L/D+L^ cells displayed no significant Dex-induced dimerization, while the GR^L/L^ cells had a modest but significant formation of dimers of 1.8 ×. Since this assay is performed under conditions of maximal nuclear translocation, the absent dimerization of GR^D/D^ is noteworthy, confirms the original paper reporting that GR^D/D^ does not dimerize (32) but is in contrast to later papers (36). The strongly reduced dimerization of GR^L/L^ is in line with the key role of this isoleucine in LBD dimerization described by Bledsoe *et al.* (8).

**Figure 5:**
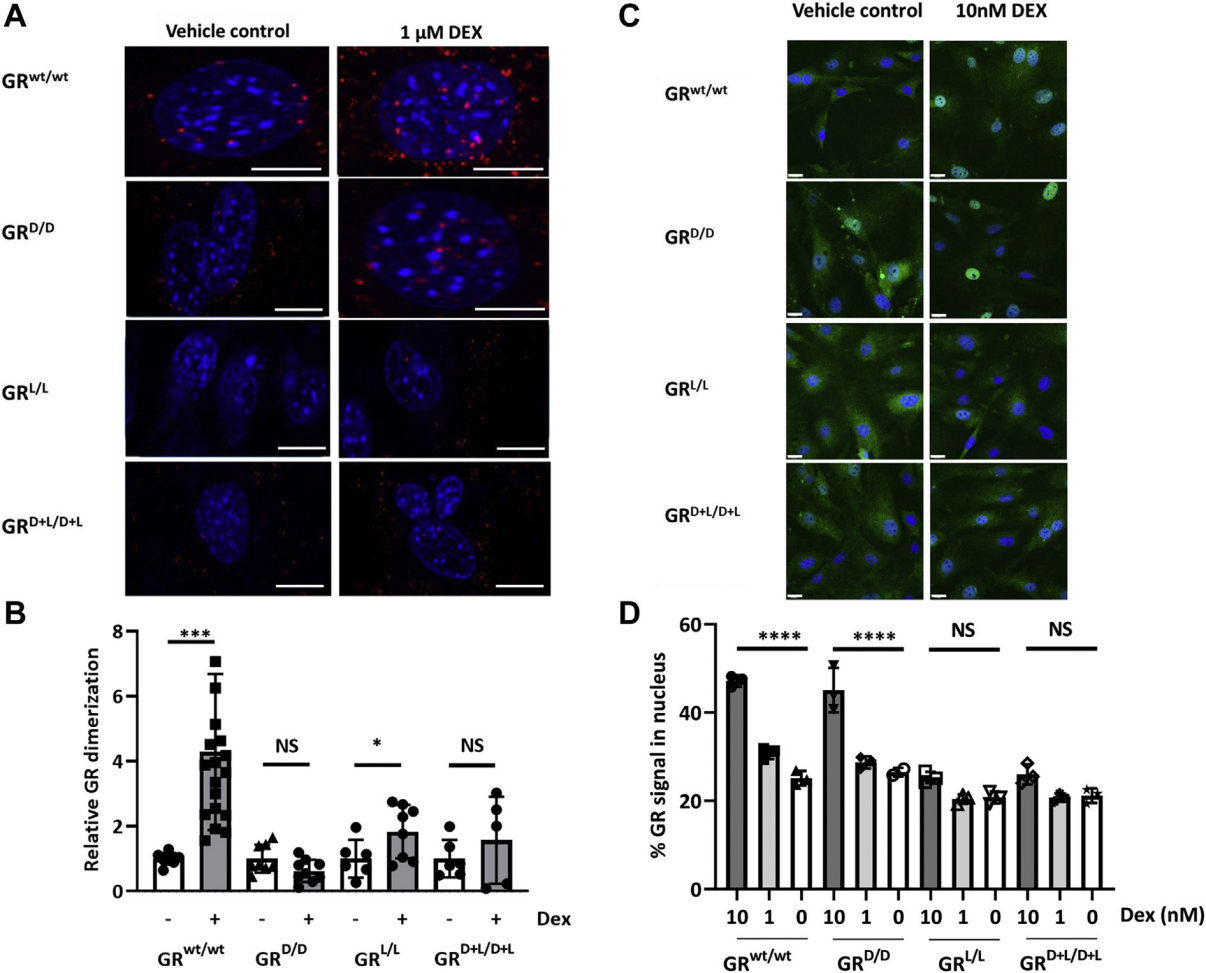
**GR homodimerization in mutant MEF cells by proximity ligation assay (PLA) and nuclear translocation of mutant GRs in MEF cells and ligand binding.***A*, representative images from the PLA assay with and without ligand (1 μM Dex). Only the GR^wt/wt^ shows a high signal (*red*) after stimulation. Scale bars are 10 μm. *B*, quantification of PLA signals in the four MEF cell types after vehicle control (*white bars*) and after Dex stimulation (*gray bars*). Group sizes were GR^wt/wt^ (N vehicle: 9; N DEX: 19), GR^D/D^ (N vehicle: 8; N DEX: 9), GR^L/L^ (N vehicle: 6; N DEX: 6), and GR^D+L/D+L^ (N vehicle: 6; N DEX: 8). Statistical significance was calculated by comparing vehicle controls with Dex effects and Student *t* test. *C* and *D*, we investigated nuclear translocation of the GR at a concentration of 10 nM and 1 nM Dex in all genotypes using IHC and confocal fluorescence microscopy. *C*, representative pictures of GR nuclear translocation after solvent and 10 nM Dex. Images shown were made by collapsing the Z-stacks using summed intensities and joining the color channels to one image. Scale bars are 22 μm. *D*, images were taken from primary MEF cells derived from three mice per genotype to obtain biological replicates and stimulated with 0, 1 nM and 10 nM Dex. A total of four Z-stacks per sample were imaged to obtain sufficient imaged cells for quantitative analysis. The plot shows the proportion of nuclear GR signal compared with total GR signal in the images. N = 3 in each condition. Signal intensities were compared with an ANOVA test using GraphPad Prism and post-hoc tests. GR, glucocorticoid receptor; MEF, murine embryonic fibroblast.

#### Nuclear translocation of the GR at physiological concentrations of ligand in MEFs

Our data suggest that at high doses of 1 μM Dex, the GR^L/L^ point mutation in the GR LBD does not prevent nuclear translocation but suffers from diminished dimerization and causes about half maximal induction of GRE genes compared with GR^wt/wt^. So, the embryonic lethal GR^L/L^ mutation appears less hampered at the level of dimerization potential and gene induction than the viable GR^D/D^ mutation. To find out why the GR^L/L^ point mutation is not viable, we studied GR nuclear translocation at lower ligand concentration. Based on Gong *et al.* (40) we estimated the endogenous GC concentration in mice to be 0.5 μM. Because Dex is up to 80 times more potent than endogenous GCs we selected 10 nM of Dex as the optimal concentration to stimulate homozygous GR mutant MEF cells. Figure 5*C* shows a representative example for each genotype 15 min after 10 nM Dex or solvent (0.0001% ethanol) control. Significant nuclear translocation was observed in GR^wt/wt^ and GR^D/D^ cells after Dex stimulation, but less in GR^L/L^ and GR^D+L/D+L^ cells (individual channels for these images can be seen in Figs. S3 and S4). After quantification (Fig. 5*D*), we observed a significant increase in nuclear GR signal in GR^wt/wt^ and GR^D/D^ cells compared with GR^L/L^ and GR^D+L/D+L^ cells. This significant difference is also found with the lower 1 nM Dex concentration, but the signal is less prominent. A significant difference between GR^wt/wt^ and GR^D/D^ or between GR^L/L^ and GR^D+L/D+L^ could never be found. In the absence of ligand, no differences between any of the genotypes were detected. These data suggest that the GR^L/L^ point mutation leads to impaired nuclear translocation, and since this occurs only at lower ligand concentrations, a possible problem of binding of the GR^L/L^ and GR^D+L/D+L^ versions to ligands is conceivable, and a possible explanation for the lethal phenotype that we observed in such homozygous mice.

#### Ligand affinity

Using tritiated (^3^H) Dex, GR ligand affinity was assessed using a competitive binding assay, measuring displacement of 60 nM (^3^H) Dex by increasing concentrations of unlabeled Dex, from 10^−13^ M to 10^−5^ M. The resulting titration curves and derived values for the IC_50_, max displacement and *K*_D_, which was calculated from the IC_50_ through the Cheng–Prusoff equation (41), can be found in Figure 6, *A* and *B*. We were able to successfully obtain a titration curve of ^3^H Dex replacement for all four genotypes. However, in the GR^L/L^ we observed a very weak ligand binding, much weaker than in the other MEF genotypes. The GR^wt/wt^ and GR^D/D^ show a *K*_D_ in the same range (around 2–3 nM), with the GR^D/D^ showing a slightly better affinity for Dex, and the lowest max displacement value. This indicates that the maximal effect of Dex would be the highest in the GR^D/D^, which agrees with the nuclear translocation experiment at 1 μM Dex, where a better nuclear translocation signal was found in GR^D/D^ compared with GR^wt/wt^ cells (Fig. S2). The GR^D+L/D+L^ shows reduced displacement compared with the GR^wt/wt^ and GR^D/D^, and a *K*_d_ value of 7 nM. This is a minimal twofold higher *K*_d_ than the GR^wt/wt^ and GR^D/D^ but clearly not good enough to sustain survival of mice. In addition, the GR^D+L/D+L^ has a poor displacement value, where only 36% of the labeled DEX could be displaced at saturation compared with 45% and 57% for the GR^wt/wt^ and GR^D/D^, respectively. The poorest affinity was observed with the GR^L/L^ mutant. Calculating the *K*_d_ was difficult due to the extremely low maximal displacement, with only 17% of the ^3^H Dex being replaced at saturation. An accompanying *K*_d_ of 4.5 μM could be derived for this effect.

**Figure 6:**
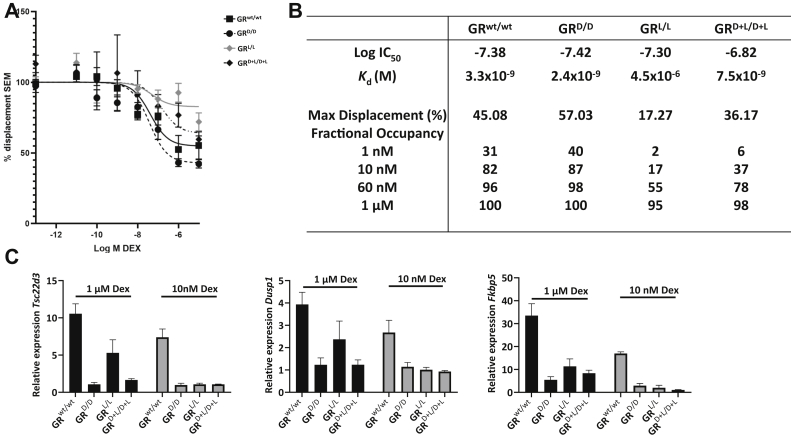
**Binding affinity of mutant GR versions to Dex and response of mutant GR to low-doses Dex.***A*, titration curves of the competitive binding assay. The GR^L/L^ does show very minimal displacement by unlabeled Dex. *B*, table with the IC_50_ values derived from the one site binding model and calculated *K*_d_ using the Cheng–Prusoff equation. The *K*_d_ and max displacement show comparable affinity for ligand in the GR^wt/wt^ and GR^D/D^ variants and 2 to 3× lower ligand affinity in the GR^D+L/D+L^ variant and about 1000× lower in GR^L/L^ cells. The calculated fractional occupancy is added to the table. *C*, induction of GRE genes *Fkbp5*, *Tsc22d3*, and *Dusp1* by 1 μM and 10 nM Dex (during 5 h incubation) in MEF cells measured by qPCR. Expression is relative compared with solvent control (0.01% and 0.0001% ethanol). GR, glucocorticoid receptor; GRE, GC response element; MEF, murine embryonic fibroblast.

In addition, based on calculated *K*_d_ values, we were able to predict the fractional occupancy (FO) at various ligand concentrations (Fig. 6*B*) using the formula $FO=\frac{\left[L\right]}{\left[L\right]\times K_{d}}$ and applied this to the ligand concentration used in our nuclear translocation experiments, 10 nM and 1 μM of Dex. At the low concentration of 10 nM of Dex, the GR^wt/wt^ and GR^D/D^ receptors show a comparable fractional occupancy of 82% and 87%, respectively. However, the fractional occupancy for the other mutants, which do not undergo strong evidence of nuclear translocation at this concentration, is much lower with the GR^D+L/D+L^ showing 37% and GR^L/L^ showing 17% fractional occupancy. At the high, 1 μM, concentration we calculate that the GR^wt/wt^ and GR^D/D^ receptors are fully saturated with a fractional occupancy of 100% and that the GR^D+L/D+L^ is almost completely saturated (98%) as well as the GR^L/L^ at 95%, but when comparing with the effect of lower Dex concentrations on GR^wt/wt^ or GR^D/D^ and related fractional occupancy, this is still more than sufficient to allow for normal nuclear localization. The hypothesis of reduced ligand binding by the GR^L/L^ mutation was strengthened by qPCR analysis of induction of several GRE genes (*Fkbp5*, *Tsc22d3*, and *Dusp1*) by 1 μM and 10 nM Dex in MEF cells (Fig. 6*C*). 

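In the RNA-seq libraries at 1 μM Dex, Fkbp5 (ENSMUSG00000024222) rose with a log2 fold change of 3.17 in GR wt/wt (standard error 0.11, adjusted p = 1.51e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.29 in GR L/L (0.16, adjusted p = 6.49e-18), 1.07 in GR D/D (0.16, adjusted p = 6.47e-06) and 0.99 in GR D+L/D+L (0.16, adjusted p = 5.65e-05). Tsc22d3 (ENSMUSG00000031431) rose by 2.83 in GR wt/wt (adjusted p = 9.31e-17) and 2.93 in GR L/L (adjusted p = 2.27e-13), and changed by 0.52 in GR D/D (adjusted p = 0.178) and 0.47 in GR D+L/D+L (adjusted p = 0.43). Dusp1 (ENSMUSG00000024190) rose by 0.81 in GR wt/wt (adjusted p = 4e-08) and 0.83 in GR L/L (adjusted p = 8.11e-05), and had log2 fold changes of −0.40 in GR D/D (adjusted p = 0.0588) and −0.31 in GR D+L/D+L (adjusted p = 0.327). Whether Tsc22d3 and Dusp1 pass the adjusted p-value in GR D/D and GR D+L/D+L depends on the model. With a separate GR wt/wt term for each run, the adjusted p-values in GR D/D were 2.98e-06 for Tsc22d3 (6.84e-10 to 0.305 over the alternatives) and 9.26e-06 for Dusp1 (3.12e-06 to 0.151).

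The response was higher in GR L/L than in GR D/D by 2.22 for Fkbp5 (adjusted p = 1.03e-08 from the interaction test in edgeR), 2.41 for Tsc22d3 (adjusted p = 3.26e-06) and 1.23 for Dusp1 (adjusted p = 0.000131). The GR wt/wt response was itself larger in run 2, the run of GR L/L, than in run 1, with log2 fold changes of 3.70 and 2.58 for Fkbp5, 3.56 and 1.84 for Tsc22d3 and 1.42 and 0.34 for Dusp1. Relative to GR wt/wt of the same run, GR L/L exceeded GR D/D by 1.10 for Fkbp5 (adjusted p = 2e-06) and 0.69 for Tsc22d3 (adjusted p = 0.00292), and by 0.14 for Dusp1 (standard error 0.13, adjusted p = 0.754), which does not reach the threshold. Within run 2, the response of GR L/L differed from that of GR wt/wt by −0.40 for Fkbp5 (adjusted p = 0.0127), −0.63 for Tsc22d3 (adjusted p = 8.21e-06) and −0.59 for Dusp1 (adjusted p = 0.000136).

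**Figure D3:**
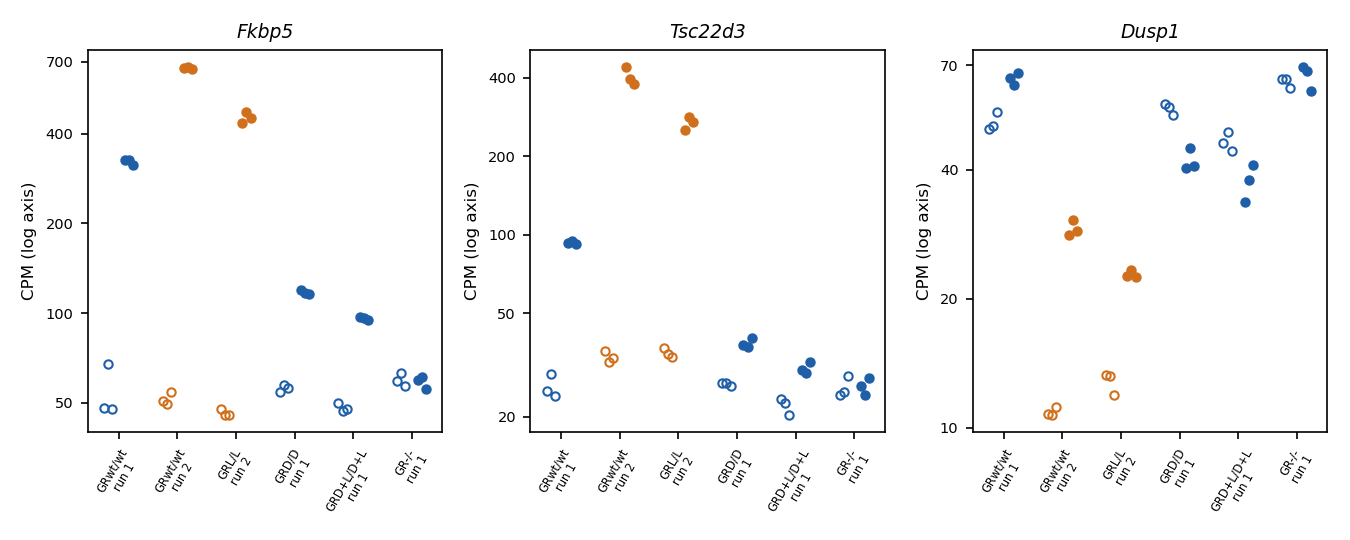
CPM (TMM-normalized, log axis) of Fkbp5, Tsc22d3 and Dusp1 in each library with vehicle (open) or 1 μM Dex (filled), by genotype and run (blue, run 1; orange, run 2). The vehicle level of Dusp1 is 51.6 CPM in GR wt/wt of run 1 and 10.9 in GR wt/wt of run 2.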

In accordance to the RNAseq data at 1 μM Dex and several qPCR experiments at multiple Dex concentrations, we found that the better performance of GR^L/L^ compared with GR^D/D^, which is typical at the high Dex dose, is completely lost at the lower Dex dose.

## Discussion

GR variants with impaired dimerization have proven to be invaluable tools to study the various receptor mechanisms of action in physiology and disease, to develop synthetic GCs and to understand glucocorticoid resistance (42, 43, 44). A GR with a disruptive mutation in the primary dimerization interface in the DBD, the GR^dim^ version expressing an A465T mutation, has been generated in 1998 (32). As this GR^D^ receptor displayed residual dimerization propensity, an additional mutation was introduced, namely I634A located in the LBD (8, 36). Based on *in vitro* cellular transfection studies, both point mutations present in one single GR protein (the so-called GR^mon^ mutation) appeared to reduce GR dimerization to virtually undetectable levels (36). However, until now this GR^mon^ variant has not been investigated at all in an *in vivo* model and a mutant GR having only I634A substitution has not been generated and investigated. To understand the *in vivo* consequences of the addition of the LBD mutation to the DBD mutation, we have generated mice that exhibit the I634A mutation, either alone (GR^L^ mutation) or in combination with the A465T mutation, the GR^D+L^ mouse. Our motivation to replace the isoleucine on position 634 by an alanine was based on the previous *in vitro* studies mentioned, but also because in some mammals the only substitution found at this position is a valine (Fig. S5). These mice were generated with the idea to study pathophysiological aspects and responses to (endogenous) ligands in homozygous mutant mice. A summary of the findings of this paper is provided in Table S2.

After obtaining hundreds of offspring, no single homozygous GR^L/L^ or GR^D+L/D+L^ mouse was born alive. The phenotype observed in embryos of both homozygous mouse lines was found to be identical to what was previously described in the full GR^−/−^ genotype, *i.e.*, a clearly underdevelopment of skin and lungs, leading to problematic fluid homeostasis and breathing (2). So, *in vivo*, these variants appear to result in full loss of function of the GR, despite that these GR versions had previously been described to have functions *in vitro*, including ligand binding, translocation, and transcriptional repression activities (20, 32, 36). We were puzzled whether the lethality of GR^D+L/D+L^ could be due to the complete absence of dimer formation of this variant, because the main DBD dimerization interface in the GR^L/L^ mutants was still supposed to be intact while GR^L/L^ mice were not viable either.

The double point mutant GR^D+L^ and single GR^L^ mutant had been shown previously to display full nuclear translocation using a high dose of Dex (0.1–1 μM) in an *in vitro* cell transfection system (36). Using primary cultures of untransformed MEF cells derived from embryos, we confirmed this finding of full nuclear translocation using 1 μM Dex. The subsequent profiling showed that the GR^D+L/D+L^ cells performed very poorly on both transcriptional activation GR responsive genes and of dimerization. Although a further reduction in dimerization in the double mutant cells compared with GR^D/D^ could not be demonstrated, the double mutation led to another 50% (from 20% gene expression increase compared with controls to 10% gene expression increase) reduction of gene induction capacity of GRE genes compared with GR^D/D^ cells, which already showed only fraction of activity compared with GR^wt/wt^ cells. These results are in agreement with the recently published study by Johnson *et al.* (45), where an in-depth *in vitro* comparison of the GR^wt/wt^, GR^D/D^, and GR^D+L/D+L^ genotypes was performed. However, we found that GR^L/L^ cells displayed a significant residual dimerization as well as only a 50% reduction on dimer mediated transcriptional activation as compared with GR^wt/wt^. This means that, despite the lethal phenotype, the GR^L/L^ performs second best in GR mediated gene regulation, next to the normal WT receptor. In our studies, and given the near physiological relevance of our system, we did find however a complete lack of dimer formation in GR^D/D^ MEF cells, which again supports that the DBD dimerization interphase does contribute very significantly to GR homodimerization (32), in contrast to other studies (36).

The crystal structure of the GR LBD revealed that I634 is one of the six essential amino acids involved in GR dimerization mediated by the LBD (8) (Fig. 1). Our studies confirm the importance of this residue in dimerization in saturating conditions of ligand. The LBD crystal structure has also identified the amino acids that are involved in interaction with the ligand (Fig. 1*B*). Although I634 is not one of these amino acids, it has been suggested that the GR^I634A^ variant may impact the ligand-binding capabilities to some extent (8), as it is located close to the key ligand-binding residues (Fig. 1*B*). Based on the nonviability of the GR^L/L^ and GR^D+L/D+L^ mice, we performed nuclear translocation experiments at physiological concentrations of GCs based on values from peak diurnal GC levels in mice in the absence of stress. We did consider using endogenous GCs in our essays but ultimately decided that the disadvantages were to great: (i) endogenous GCs are not specific to the GR and also bind and activate the MR adding an important confounding factor to any measurements. (ii) Saturation that was used for some assays is easier with a more potent ligand, and such ligand can be easily diluted when needed. The Dex compound also exhibits some useful pharmacological properties (*e.g.*, low breakdown long-lasting). We found that the GR^L/L^ and GR^D+L/D+L^ cells displayed almost no nuclear translocation of the receptor at physiological GC levels, whereas the GR^wt/wt^ and GR^D/D^ show no significant differences to one another and translocated normally to the nucleus. Moreover, the significant drop in Dex response toward gene induction of the GR^L/L^ cells at lower Dex dose is very remarkable and compatible with a poor ligand binding.

Next to the reduction in dimerization potential, we provide proof of lower ligand affinity in the GR^L/L^ and GR^D+L/D+L^ mutants. We found a slightly lower *K*_d_ in GR^wt/wt^ than GR^D/D^ and at least 1000 × less specific binding in GR^L/L^. In GR^D+L/D+L^ mutants, a *K*_d_ 2.5 × lower compared with GR^wt/wt^ was detected. These differences in ligand affinity remain unexplained, but they might suggest that the DBD dimerization provides a ligand-affinity lowering signal, while the LBD dimerization causes an opposite signal (Fig. 7). The exact nature of these signals is not known. It is accepted that ligand binding transduces a signal to the DBD for increased dimerization (33). Conceivably, the reverse could also be possible.

**Figure 7:**
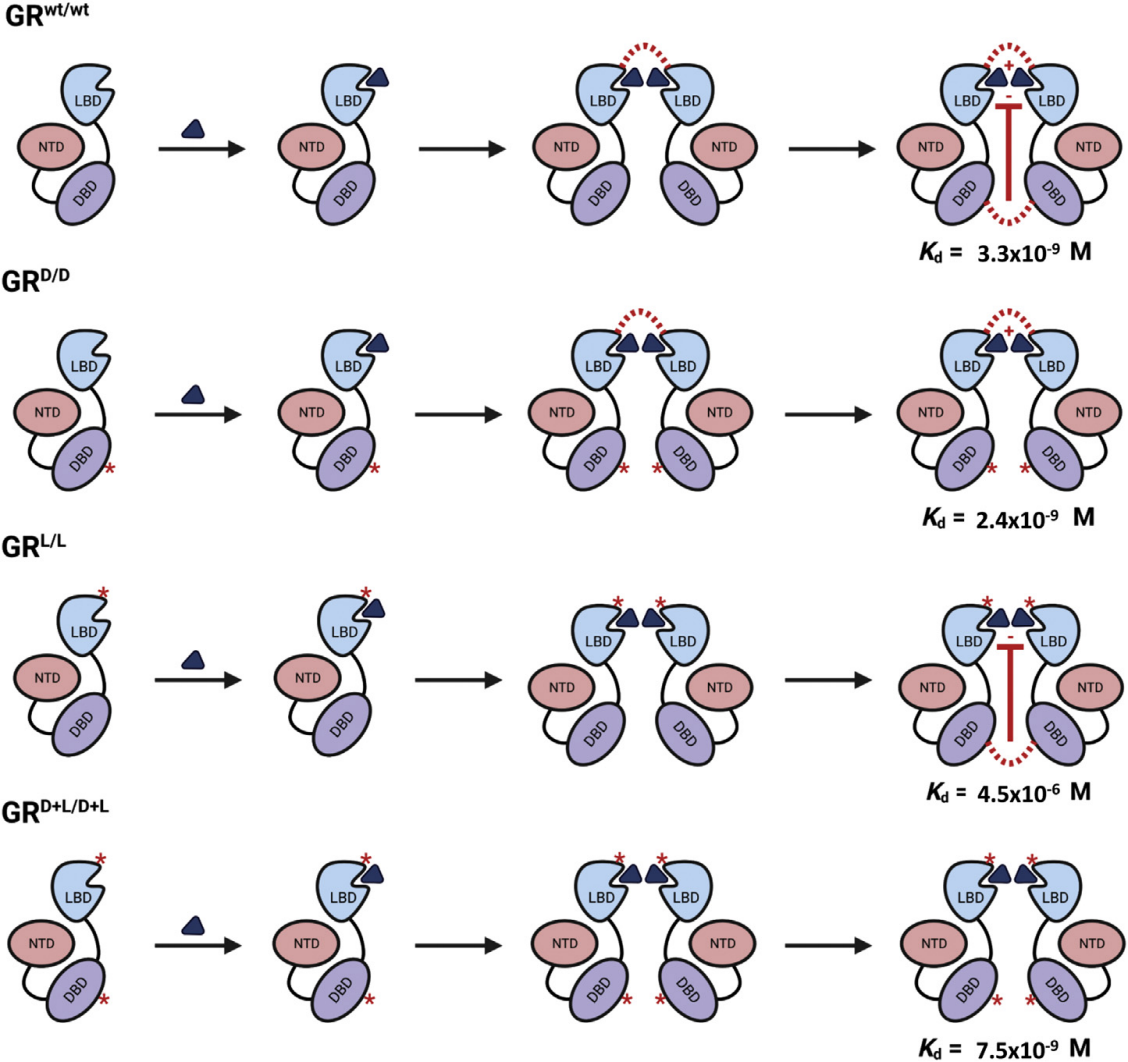
**Hypothesis explaining binding affinities of point mutant GR molecules.** In GR^wt/wt^ cells, ligand (the *blue triangle*, Dex) binds and GR monomers dimerize by interactions between monomer LBDs and DBDs (*red dotted lines*). Since the *K*_d_ of ligand binding in GR^D/D^ cells is lower than in GR^wt/wt^ cells, a negative cooperative effect from the DBD toward ligand binding (drawn as the *red line* and – symbol) is conceivable in GR^wt/wt^ cells and absent in GR^D/D^ cells. Since the *K*_d_ in GR^L/L^ cells is the highest of all conditions, the negative cooperative effect is obvious, but also the lack of a positive cooperative effect (drawn as a + symbol), which is thus provided by the DBD dimerization. Ligand binding in GR^D+L/D+L^ cells leads to undetectable dimerization and to a *K*_d_, which is a magnitude lower than in GR^wt/wt^ cells. DBD, DNA-binding domain; GR, glucocorticoid receptor; LBD, ligand-binding domain.

These results are largely compatible with what is shown in the recent *in vitro* study of the GR mutants, where it is shown that the transcriptional response is much reduced in GR^D/D^ and almost absent in GR^D+L/D+L^ (45). Indeed, as the GR^wt/wt^ and GR^D/D^ behave normally in ligand binding and translocate to the nucleus, the differences in expression can only be explained by differences in DNA binding between both receptors. Johnson *et al.* (45) propose that the differences in DNA binding are caused by higher-order receptor interaction and through the chromatin state of the cells, where some closed chromatin regions can be bound by GR^wt/wt^ but is restricted to open chromatin GR^D/D^. However, we propose that for the GR^D+L/D+L^, as well as for the GR^L/L^ alone, reduced ligand–receptor interaction contributes significantly the lethality and can also in large part explain the very low DNA-binding observed by Johnson *et al.* for the GR^D+L/D+L^. A low level of GR in the nucleus will also prevent DNA binding and give very low signal intensities (45).

The exact reasons for the reduction in ligand biding are not yet known, but we could suggest that (i) ligand binding is affected directly by changes in the structure of the LBD, possible making it more difficult to bind or easier to dissociate. We note that, although not directly interacting with ligand, I634 resides on the opposite face of a beta-hairpin that does interact with ligand (8). It is conceivable that structural changes caused by I634A at the LBD dimer interface may propagate into the ligand binding to compromise ligand-binding affinity and make the LBD–ligand complex less stable. Or (ii) the I634A mutation may change the GR interaction with other proteins (cofactors) that bind to the LBD. (iii) In the LBD dimer formation, the I634 is part of the core hydrophobic domain. Indeed, the major function of this I may reside in its hydrophobic interaction with the P632 of the other monomer as shown by Bledsoe. This P is one of the six crucial amino acids in the dimerization of the LBDs. Removal of the hydrophobic side chain appears to be sufficient to cause lethality. A multispecies comparison shows that an I→V substitution, and only this one, occurs in nature and results in functional receptors (Fig. S5). The A is (much) less hydrophobic than the naturally found valine and isoleucine. It is possible that these hydrophobic interactions are needed for more than just dimer formation but are important for the LBD structure and/or general protein–protein interactions (*e.g.*, with chaperones). This is also in line with results from known pathological variants in the LBD, all of which affect nuclear translocation, ligand affinity, and/or GR–cofactor interactions (46) (Fig. 1).We applied two tools, PROVEAN and SIFT, which evaluate the impact of an AA substitution of protein function, and both tools confirm that a V may be accepted, but not an A or even a L, on this I position (Fig. S6). The I at position 634 in mouse is found as an I at position 628 in humans (but as a V in other species). The V results in a normally functioning receptor and is indeed considered a conservative mutation from a structural standpoint: based on the human LBD crystal structure (8), the hydrophobic core of the LBD dimer interface is comprises 2-stranded beta-hairpins and an I → V is the most conservative substitution for amino acids found in beta-sheets. The closely related amino acid L is never found at the position in any species. Upon examination of the structure, an L on 628 (human) would create steric hinderance with another residue (Cys on 622) from the same GR chain in the domain, preventing the hydrophobic pocket from being formed, which would probably result in the same lethal phenotype as our I→A mutation. The A residue that was substituted in the GR^L^ variant is too short to interact with the normal Pro binding partner (P625) from the other GR chain, so the hydrophobic interface cannot be formed, resulting in loss of function (Fig. S7). Finally (iv) there may also be contributing signal from higher-order structures, the presence of which cannot be excluded by our assay. It has been shown that the GR may form tetramers, which have an important impact on occupancy and transcriptional activity. The I→A may also disrupt the forming of such structures, resulting in negative effects. However, based on the location of the amino acid in the well-known dimer structure, we believe that a direct role in the formation of higher-level structures is unlikely, but may be potentially investigated by combining with the described tetramer inducing (GRtetra) mutation. The presence of such higher-order structures and any difference in their occurrence, detectable or not, does not impact our conclusions of the LBD mutant: in low ligand concentrations, it does not bind ligands and consequently does not go to the nucleus where any GR structure, be they dimers or tetramers, may be formed.

We propose that the lower ligand affinity can be solely responsible for the lethal phenotype of both homozygous mutants containing the I634A mutation. The use of high doses of Dex compensates for lower ligand affinity in the MEF cell system. At such saturating ligand levels, the GR^L/L^ cells display the best performance of all three point-mutant cells. In the GR^L/L^ mice, we believe that the reduced ligand affinity of the receptor is the primary driver of the neonatal lethality. The impaired ability of the receptor to bind its ligand at low concentrations effectively prevents nuclear translocation and abrogates GR mediated transcriptional processes creating a phenocopy of the GR^−/−^ mice.

In the GR^D+L/D+L^, the absence of nuclear translocation is conceivably also the driving factor for lethality, but here even the presence of nuclear translocation may matter less since the transcriptional performance of this mutant is so low that it may still create developmental problems even in the case that nuclear translocation would occur. An initial set experiments aiming to rescue the birth of homozygous GR^L/L^ mice using Dex injections and Dex in drinking water of pregnant mothers have failed. However, a follow-up using different doses and treatment start times may be informative as Dex can also be toxic to development if given early.

Our work confirms the hypothesis that the GR^L^ mutation results in reduced affinity for ligand, as was proposed by Bledsoe *et al.* (8) based on structural studies in the human GR LBD. Mutagenesis in the LBD to test the impact of relevant amino acids on the LBD dimerization interphase may reveal data *in vitro*, but may fail to yield viable homozygous mice, because point mutations in the LBD have a high chance of disturbing physiological function of GR at the level of ligand binding. Whether the findings with the I634A residue change would lead to similar findings (importance for dimerization but also ligand affinity) (1) when mutating it to another amino acid (*e.g.*, I634G), or (2) when addressing other amino acids in the vicinity, can only be guessed for the time being.

Since both GR^L/wt^ and GR^D+L/wt^ mice are perfectly healthy, our data confirm that homozygous mutations in the LBD are generally very poorly tolerated as they often impact the functioning of the domain, but several heterozygous ones may be viable and thus be discovered. So, in humans, almost all GR mutations occur in heterozygous condition, and even then, they can cause GCR phenotypes. In Figure 1, we project these observed human sequence variations on the mouse *Nr3c1* gene. The few that are found in homozygous condition (V577A and G685S) allow viability but result in severe phenotypes resulting from glucocorticoid resistance (*e.g.*, glucose levels, infertility, hypertension) often presenting very early (46, 47).

In conclusion, an *in vitro* well-known mutation in the LBD of GR, I634A, is not tolerated *in vivo*, leading to perinatal lethality, conceivably because it leads to insufficient ligand binding of GR. The study does confirm, however, that the I634A mutation indeed also leads to reduced DNA binding and reduced gene expression, which is compatible with a function of this AA in ligand binding as well as dimerization of GR.

## Experimental procedures

### Generation of mutant mice

The original GR^dim^ mice, officially named as Nr3c1^tm3Gsc^, have been described in 1998 (32). It concerns a A465T mutation and was called GR^dim^, because the expected impact on GR was thought to be reduced dimerization. We are renamed this GR^dim^ to GR^D^, because we wanted to develop other dimerization defective mice. We generated mice expressing a I643AGR, called GR^L^ and mice expressing both D and L point mutations in the same GR protein, and called this mutation GR^D+L^. The mice were generated by a CRISPR/Cas9 strategy. We crossed GR^wt/wt^ females and GR^D/D^ males (both in a pure FVB/NJ background) and isolated GR^D/wt^ zygotes. These zygotes were microinjected with Cas9 mRNA (Sigma) together with a crRNA/tracrRNA duplex (IDT) with guide sequence 5′ GCTATGCTTTGC TCCTGA 3′ and single-stranded DNA oligo with sequence 5′G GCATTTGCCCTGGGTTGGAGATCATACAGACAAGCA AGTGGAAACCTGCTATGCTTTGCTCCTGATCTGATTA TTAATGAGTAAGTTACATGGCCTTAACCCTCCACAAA GAACTA 3’ (IDT) containing the I to A mutation (ATT > GCT (I643A)) and a silent mutation, mutating the PAM site (AGG > AAA) and introducing a *MluCI* restriction site for genotyping purposes. After injection, the embryos were incubated overnight in KSOM medium (Sigma-Aldrich) and transferred to foster mothers the next day through oviduct transfer. GR^dim/wt^ mice (on an FVB/NJ background) and GR^+/−^ mice (on a 129/SvJ background) were provided by Dr Jan Tuckermann (Ulm University).

### Mouse crosses and animal experimentation

GR^+/−^ mice (129, Sv) were intercrossed to obtain GR^+/+^, GR^−/+^, and GR^−/−^ mice. The GR^D^ colony was maintained by intercrossing GR^D/wt^ mice. Newborn mice from the mutagenesis program were genotyped. Mice containing a GRL allele or a GRD+L allele were found and were first backcrossed into FVB/NJ for five generations to reduce the amount of possible off-target CRISPR/Cas defects. Heterozygous mice were intercrossed to obtain homozygous offspring. To generate embryos for pathological investigation and to start MEF cultures, heterozygous couples were crossed, vaginal plugs were observed, and embryos were obtained by Caesarean section at E13.5 (to isolate MEF cultures) and E18.5 for lung and skin isolation. The day that the vaginal plug was found was considered as E0.5. All offspring was genotyped by PCR on genomic DNA isolated from toe biopsies or tails (in case of embryos). Mice were kept in individually ventilated cages under a 12 h dark/light cycle in a specific pathogen free (SPF) animal facility and received food and water ad libitum. All animal experiments were approved by the ethical committee for animal welfare of the Faculty of Sciences, Ghent University.

### Histological analysis

Lungs and dorsal skin were sampled from E18.5 embryos, fixed in 4% paraformaldehyde, and embedded in paraffin. Section of 5 μm thick were cut. For histopathology, lung and skin sections were stained with H&E using standard protocols. Pictures were taken with an Olympus B × 51 light microscope. For immunohistochemistry (T1a staining) tissue sections were dewaxed, dehydrated, incubated in TE buffer at boiling temperature. Endogenous peroxidase activity was blocked by incubating the slides in H_2_O_2_ for 10 min. Blocking buffer (3% BSA in 1 × PBS) was added to the slides for 10 min. Primary antibody against T1a (T1a: DSHB, T1a 8.1.1 ascites (https://dshb.biology.uiowa.edu/8-1-1) was diluted 1:250 in blocking buffer and incubated overnight at 4 °C. The next day, slides were incubated with secondary antibody, diluted 1:500, (anti-rabbit Immunoglobulins-HRP, Dako) for 1.5 h. Signal was visualized by incubating slides with DAB (Fluka, #32750) and counterstained with hematoxylin.

### Cell culture

MEFs were isolated from mouse embryos at day E13.5. After removal of head and organs, the embryos were minced into very small pieces with sterile surgical blades and pressed several timed through an 18-gauge needle. The cells were cultured in DMEM (Dulbecco’s modified Eagle’s medium, Gibco, Life Technologies) supplemented with 10% FCS, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 2 mM L-glutamate, 0.2% β-mercapto-ethanol, 0.1 mM pen/strep, and 0.2% prophylactic Plasmocin at 37 °C and 5% CO_2_.

### Nuclear translocation

MEF cells were seeded in a μ-Slide (chambered coverslip) with eight wells and stimulated with 1 μM Dex, 10 nM Dex, 1 nM Dex, or solvent for 15 min. For fixation, half of the medium was replaced by 4% PFA (37 °C) and incubated for 5 min. Next, all fluid was replaced with 2% PFA for 15 min. After fixation, cells were treated with 0.1% Triton X-100 to permeabilize the nuclear membrane for 10 min. Cells were then washed with PBS and incubated with medium containing goat serum (1:500 in PBT buffer, which is PBS containing 0.1% Tween 20) for 1 h. Primary antibody against GR (GR (G-5) sc-393232, Santa-Cruz, Bio-connect; 1:1000 in PBT) was added overnight at 4 °C. Next day, the cells were washed in PBT and incubated with secondary antibody (Dylight 488 GAM IgG, Thermo Scientific 35,502, 1:1000 in PBT) for 2 h. Counterstaining was done using Hoechst (Sigma-Aldrich NV, 1:1000 in PBT) for 20 min. After washing the cells with PBT, they were mounted in 1% n-propyl gallate and visualized using a Zeiss LSM880 Fast Airyscan. Z-stacks of each genotype were taken to obtain images of minimally 30 cells per sample. Raw images were processed in the Volocity program to normalize and perform signal quantification: voxels and signal intensities were determined across two channels: one for nuclei (blue) and one for GR immunostaining (green). The voxels were merged into volumes, where the nucleus was defined as the total 3D area defined by the blue voxels. For GR channel voxels were also merged to larger volumes. Volumes smaller than 1 μm were excluded from further analysis. Nuclear GR was defined as all green voxels present in the nuclear volume (number and signal intensities), and total GR signal was the number of voxels and signal intensities in all green volumes. We performed a two-way ANOVA with post-hoc tests to detect significant differences

### Western blot

Cells were lysed in E1A buffer (50 mM HEPES pH7.6, 250 mM NaCl, 5 mM EDTA, and 0.5% NP-40) by incubating for 10 min on ice. After centrifuging, the supernatant was collected in new Eppendorf tubes, and protein concentrations were measured using Bradford. Protein samples containing 50 μg protein were separated by electrophoresis in a 10% gradient SDS polyacrylamide gel and transferred to nitrocellulose membranes (pore size 0.45 μm). After blocking the membranes with 1:2 dilution of Starting Block/PBT (Thermo Fisher Scientific), membranes were incubated overnight at 4 °C with primary antibody to detect GR (G-5) (sc-393232, Santa-Cruz, Bio-connect) or β-actin (MA5-15739, Pierce). Blots were washed with PBT and then incubated for 1 h at room temperature with secondary antibody, anti-mouse antibody (926–32,220; Li-Cor), and immunoreactive bands were detected using ECL (Amersham).

### Proximity ligation assay to detect GR dimerization

MEF cells endogenously expressing different GR proteins were treated with 1 μM Dex or vehicle control (0.01% EtOH) for 45 min. After treatment cells were fixed using 4% paraformaldehyde in preparation for the PLA using the Duolink *In situ* reagents from Sigma-Aldrich. The PLA plus and minus oligonucleotides were conjugated to a monoclonal GR antibody purchased from Santa Cruz Biotechnology (GR-F10; sc-376426). Fixed cells were blocked for 60 min with the blocking solution provided and subsequently incubated for 2 h with the conjugated antibodies. This was followed by two wash steps after which the cells were incubated with ligase to facilitate the ligation of the plus and minus oligonucleotides. The annealed oligonucleotides served as a template for the production of numerous DNA circles after incubating the cells with a polymerase solution, which also included a labeled complementary oligonucleotide probe that generates a fluorescent signal. The signal was visualized as a fluorescent dot using the LSM780 confocal microscope with ELRYA PS1 super-resolution platform (Zeiss). To visualize the nucleus, the fixed cells were stained with 10 μg/ml Hoecht33258 stain (Sigma-Aldrich). The PLA signal in the nucleus only was quantified using ImageJ software. Data were expressed as means ± SD, and statistical analysis was performed using a Student’s *t* test.

### Homologous competitive binding

Cells were plated into 24-well at a density of 5 × 10^4^ cells/well and allowed to reach 60 to 70% confluency at which point cells were steroid starved in DMEM culture medium supplemented with charcoal-stripped FCS for 24 h. Following steroid starvation, cells were washed three times with PBS and incubated in DMEM containing 60 nM ^3^H-Dex (specific activity (SA) of 71 Ci/mmol from PerkinElmer) and solvent or increasing concentrations of unlabeled Dex (10^−11^ M to 10^−5^ M) at 37 °C for 6 h.

After incubation, cells were placed on ice and washed three times with ice-cold 0.2% PBS-BSA at 4 °C, for 15 min per wash, to remove unbound ligand, and then washed with ice-cold PBS to remove albumin. Cells were then lysed with 100 μl passive lysis buffer (0.2% (v/v) Triton, 10% (v/v) glycerol, 2.8% (v/v) TRIS-phosphate-EDTA, and 1.44 mM EDTA) at room temperature and allowed to go through a freeze–thaw cycle. Thawed lysates (80 μl/well) were added to 1 ml of scintillation fluid/well (Thermo Scientific), and the counts per minute (cpm) were measured using a Tri-Carb 2810TR scintillation counter (PerkinElmer). Results were normalized to protein concentration using the BCA protein determination method (Thermo Scientific) and presented as percentage specific binding. Data were fitted to the one site binding model using Prism 9 to derive the IC_50_, which was used to determine the *K*_d_ of Dex for the GR in each MEF cell line employing the Cheng–Prusoff equation. All experiments were tested for ligand depletion and counting efficiency (CE), which was less than 10% and approximately 46%, respectively.

### RNAseq

MEF cells were seeded in 6-well plates in supplemented DMEM. Cells were treated for 5 h with 1 μM Dex or solvent. A second experiment was performed to obtain additional transcriptome data using the same setup with stimulation of either 10 nM DEX or solvent. Total RNA was isolated from solvent- or Dex-stimulated MEF cells with Aurum total RNA mini kit (732-6820; Bio-Rad) according to the manufacturer's instructions. RNA concentration was measured, and RNA quality was checked with the Agilent RNA 6000 Pico Kit (Agilent Technologies). Library preparation and sequencing were performed according to the manufacturer’s instruction with the illumina Truseq library prep kit, and sequencing was done on an illumina nextseq 550 (1 μM) or an illumine novaseq 6000 (10 nM). Data were mapped to the mouse (mm10) reference genome transcriptome with hisat2 (48). Only uniquely mapped reads were retained. Gene level read counts were obtained with feature Counts (49) (subread package). Differential gene expression was assessed with the DESeq2 package (50). Transcription factor-binding sites on collections of transcripts were identified with the HOMER (v4.6) software (51) and its accompanying collection of tools. RNA-seq reads and processed data (count matix) were deposited in GEO (GSE189356 and GSE189620)

### qPCR analysis

MEF cells were seeded at 500.000 cells per 6-well plate and stimulated with 1 μM, 10 nM, or 0 nM Dex for 5 h. Then, RNA was isolated with Aurum total RNA mini kit, and RNA concentration was measured with the Nanodrop 1000 (Thermo Fisher Scientific), and 1 μg RNA was used to prepare cDNA with Sensifast cDNA Synthesis Kit (BIO-650504, Bioline). qPCR was performed using the Roche LightCycler480 system (Applied Biosystems). The best-performing housekeeping genes were *Rpl* and *Ubc* and were determined by Genorm51. Results are given as relative expression values normalized to housekeeping genes and scaled to the geometric mean. Primers used for qPCR are depicted in Table S1.

### Statistics analysis

All data were analyzed with GraphPad Prism, except for the sequencing data as indicated before. Data are represented as mean ± SD. Statistical differences between groups were calculated by means of Student’s *t* test, one-way ANOVA, or two-way ANOVA, as indicated in the figure legends. Samples were assumed to be normally distributed with similar variance between groups. Group sizes were determined based on previous experience. No data were excluded from the analyses.

## Data availability

All sequencing datasets (RNAseq) were deposited in the Gene Expression Omnibus database (GEO) with identifiers GSE189356 for the stimulation with 10 nM Dex and GSE189620 for the stimulation with 1 μM Dex. Separate channels from the microscopy images are included in the supplemental data, the raw images, as Z-stacks obtained from the confocal microscope in czi image format are stored and are available on request. The Western blot used for the quantification in Figure 4*A* is included as Fig. S8. All other data are either directly available in the manuscript or can be provided on request.

Data requests should be communicated to the corresponding author  or to 

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflict of interest with the contents of this article.

# Supplementary material for: Point mutation I634A in the glucocorticoid receptor causes embryonic lethality by reduced ligand binding
**Source:** J Biol Chem. 2022 Jan 8;298(2):101574. doi: 10.1016/j.jbc.2022.101574
**Supplement:** Supplemental Figures S1–S8

**Supplemental Figure 1**

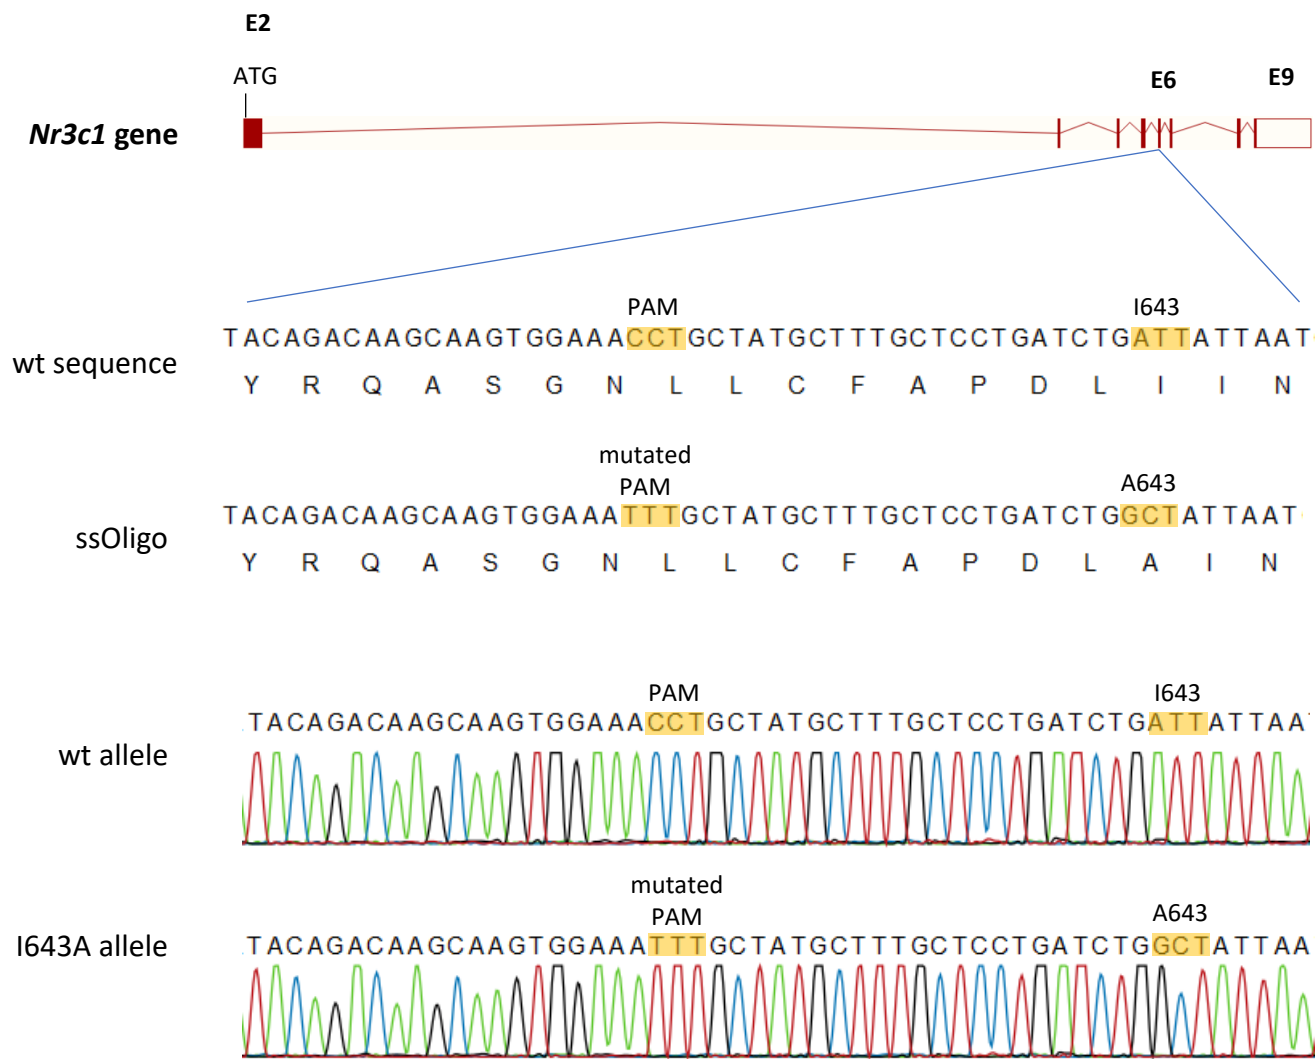

CRISPR/Cas mutagenesis strategy to mutate the Isoleucin on position 634 to an Alanine by mutating the codon. The general genomic structure of the *Nr3c1* locus is depicted. Part of the sequence of the sixth exon is shown as ‘wt sequence’. The single stranded oligo, used in combination with the single guide RNA (sgRNA) is shown. It will mutate the relevant exon and mutate the PAM sequence, preventing further cutting by the sg RNA. Sequences obtained from wt mice and mutated mice, are shown.

**Supplemental Figure 2**

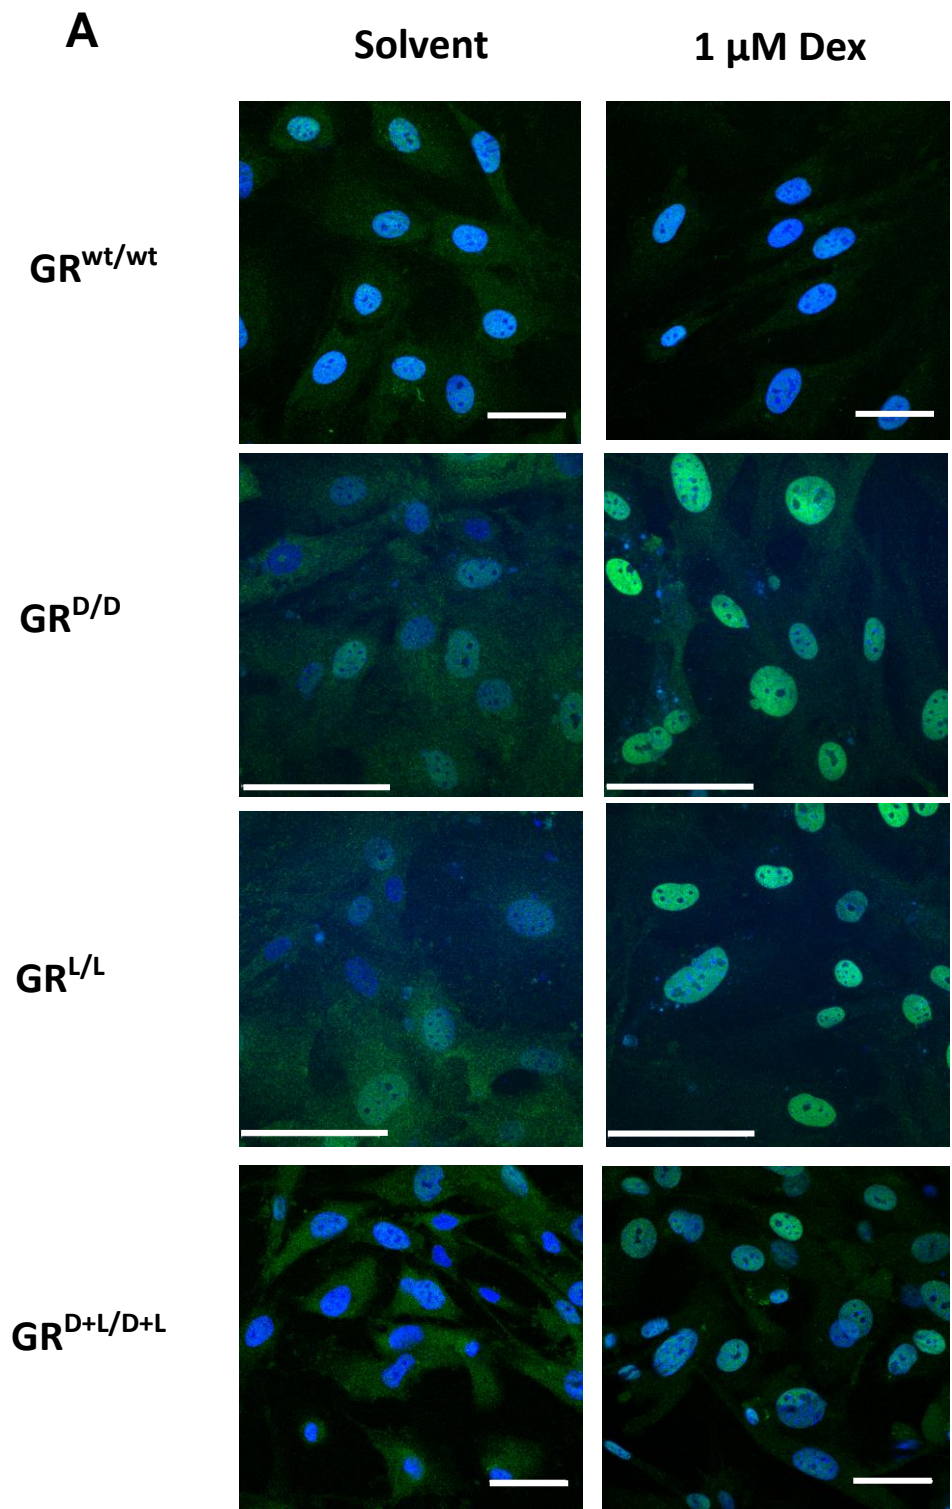

Nuclear translocation of GR in GR<sup>wt/wt</sup> and GR<sup>D/D</sup>, GR<sup>L/L</sup> and GR<sup>D+L/D+L</sup> MEF cells, 15 minutes after stimulation with 1  $\mu$ M DEX or with solvent (0,01% ethanol). GR is stained in green and nuclei in blue. Scale bars are 50  $\mu$ m.

**Supplemental Figure 2 cont.**

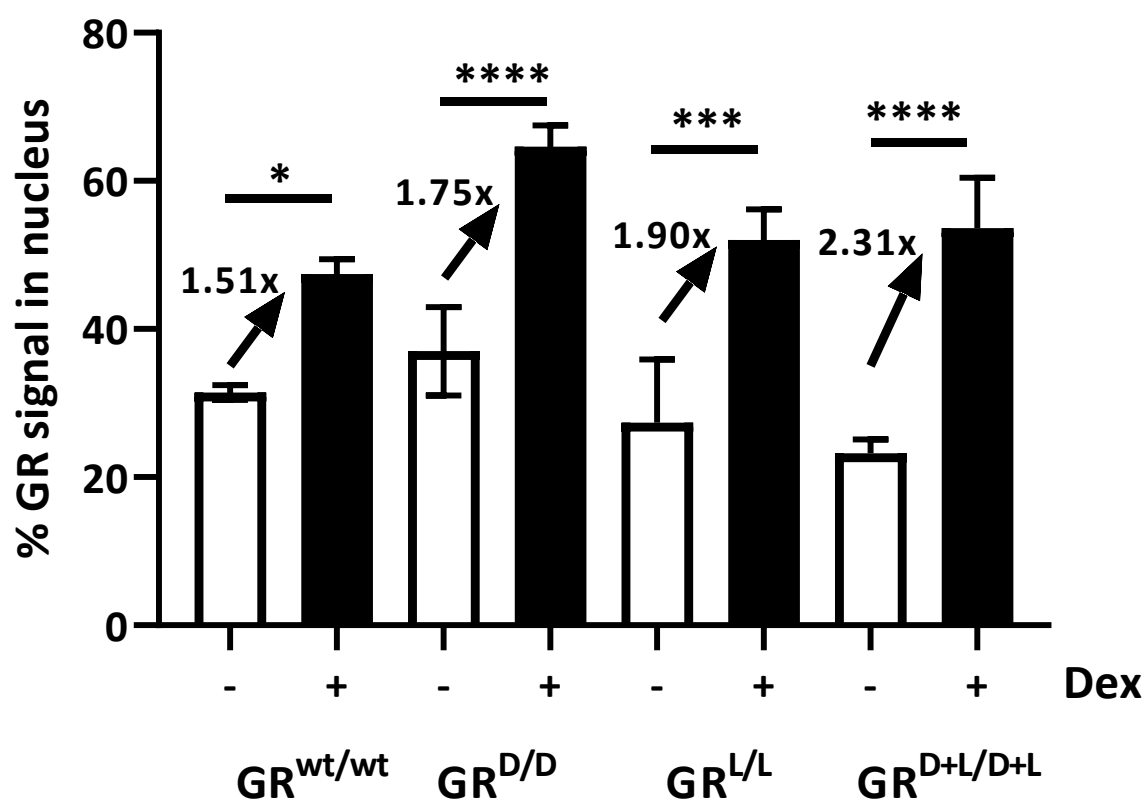

Images were taken from primary MEF cells derived from 3 mice per genotype to obtain biological replicates and stimulated with 1  $\mu$ M Dex. A total of 4 Z-stacks per sample were imaged to obtain sufficient imaged cells for quantitative analysis. The plot shows the proportion of nuclear GR signal compared to total GR signal in the images. N=3 in each condition. Signal intensities were compared with a two-way ANOVA test using GraphPad Prism and post-hoc tests. Fold effects by Dex are mentioned in the graph.

### Supplemental Figure 3

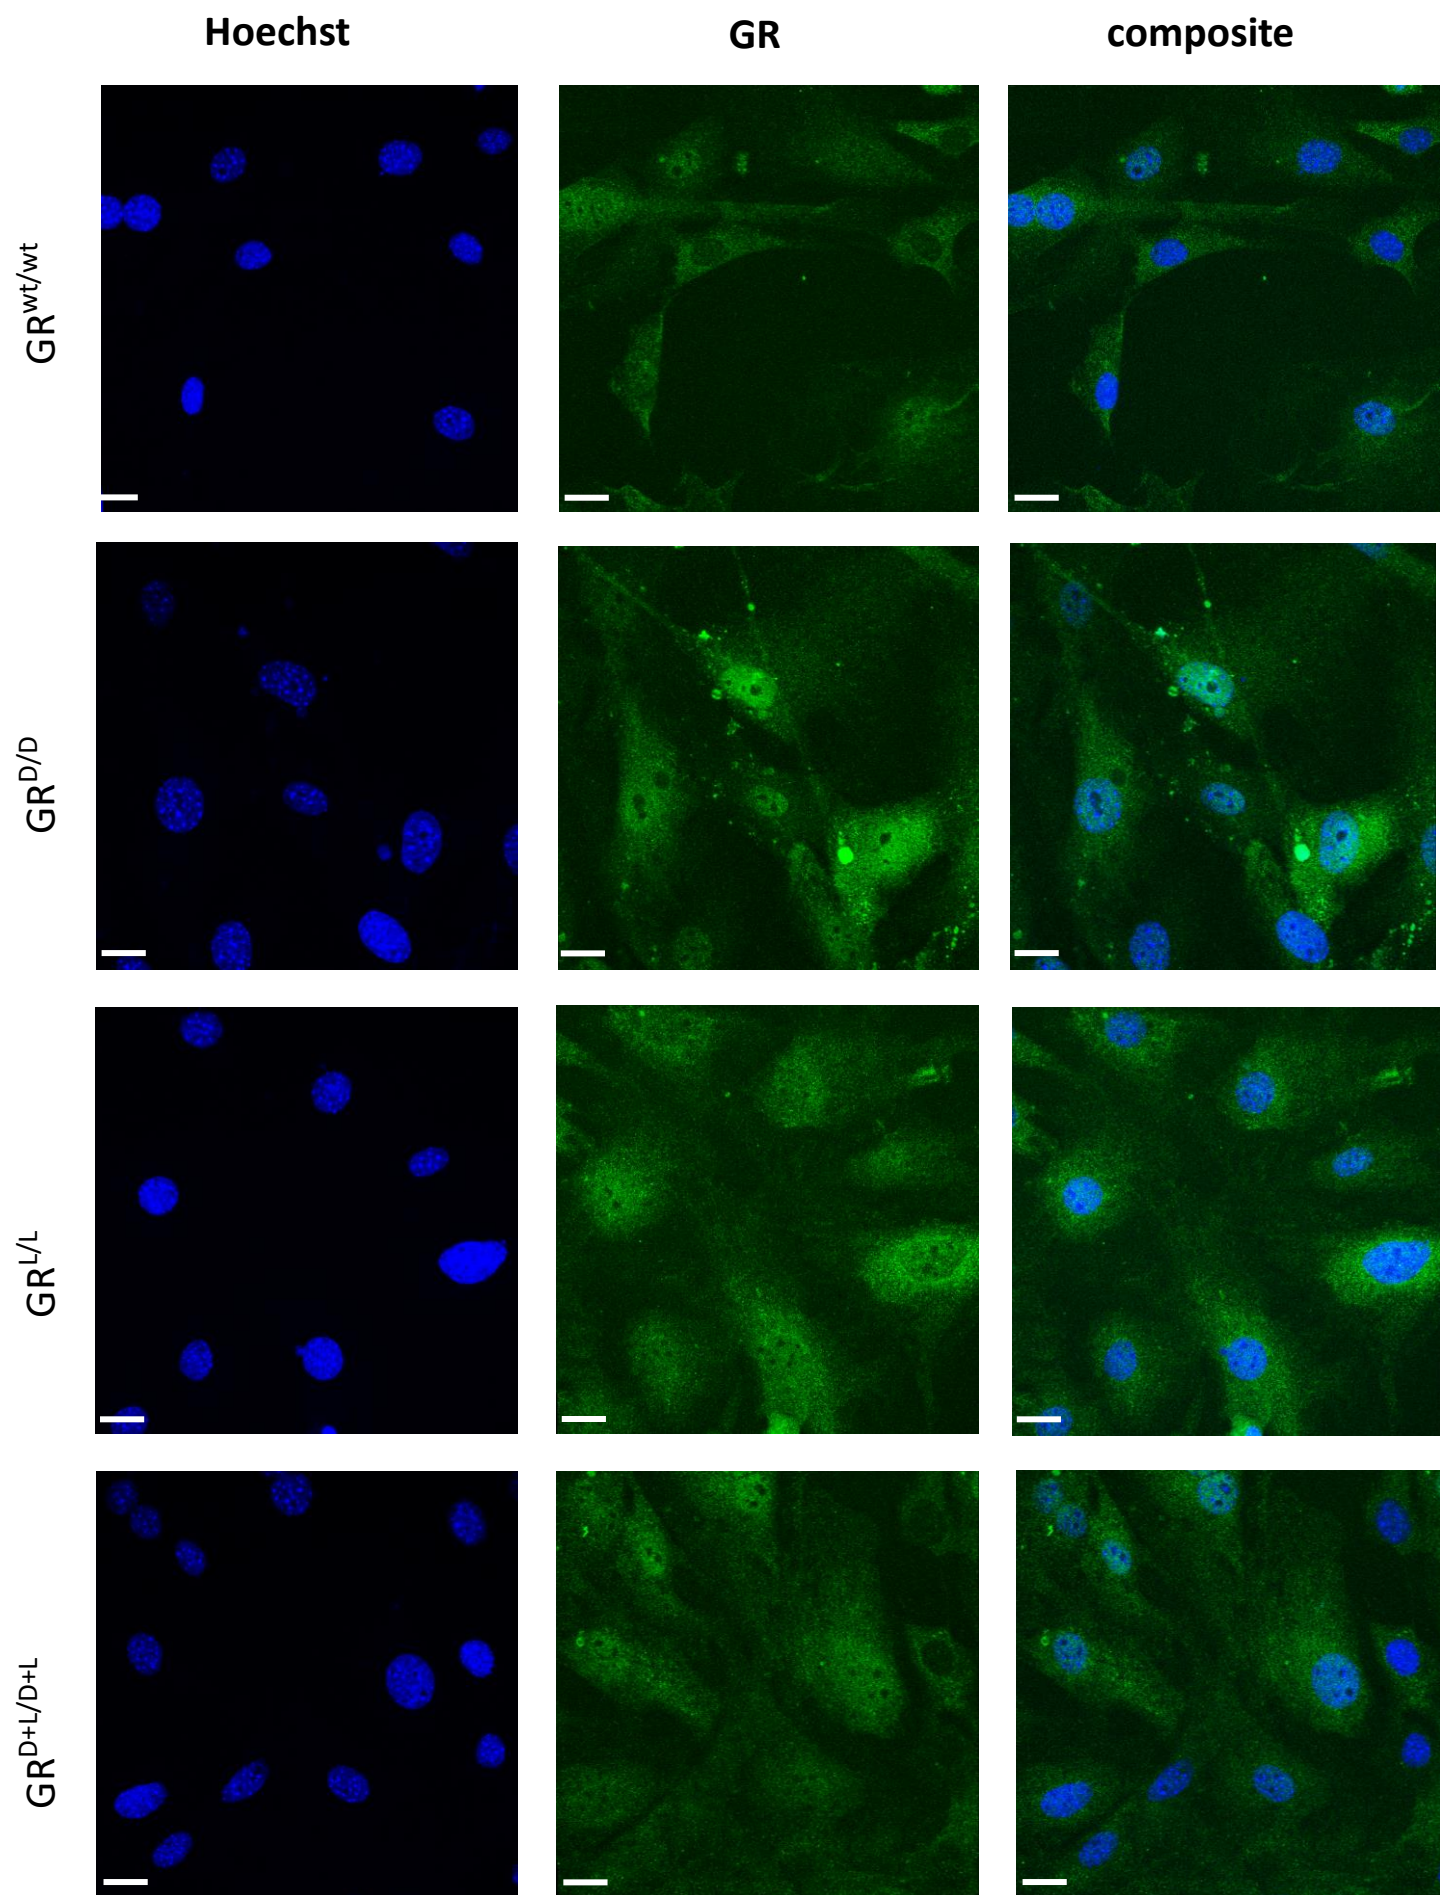

### **Supplemental Figure 3 cont.**

Nuclear translocation with solvent in all GR genotypes. This shows the individual channel images from the 0 nM DEX (vehicle control) samples shown in Figure 5C. Scale bars are 22  $\mu\text{m}$ .

Supplemental Figure 4

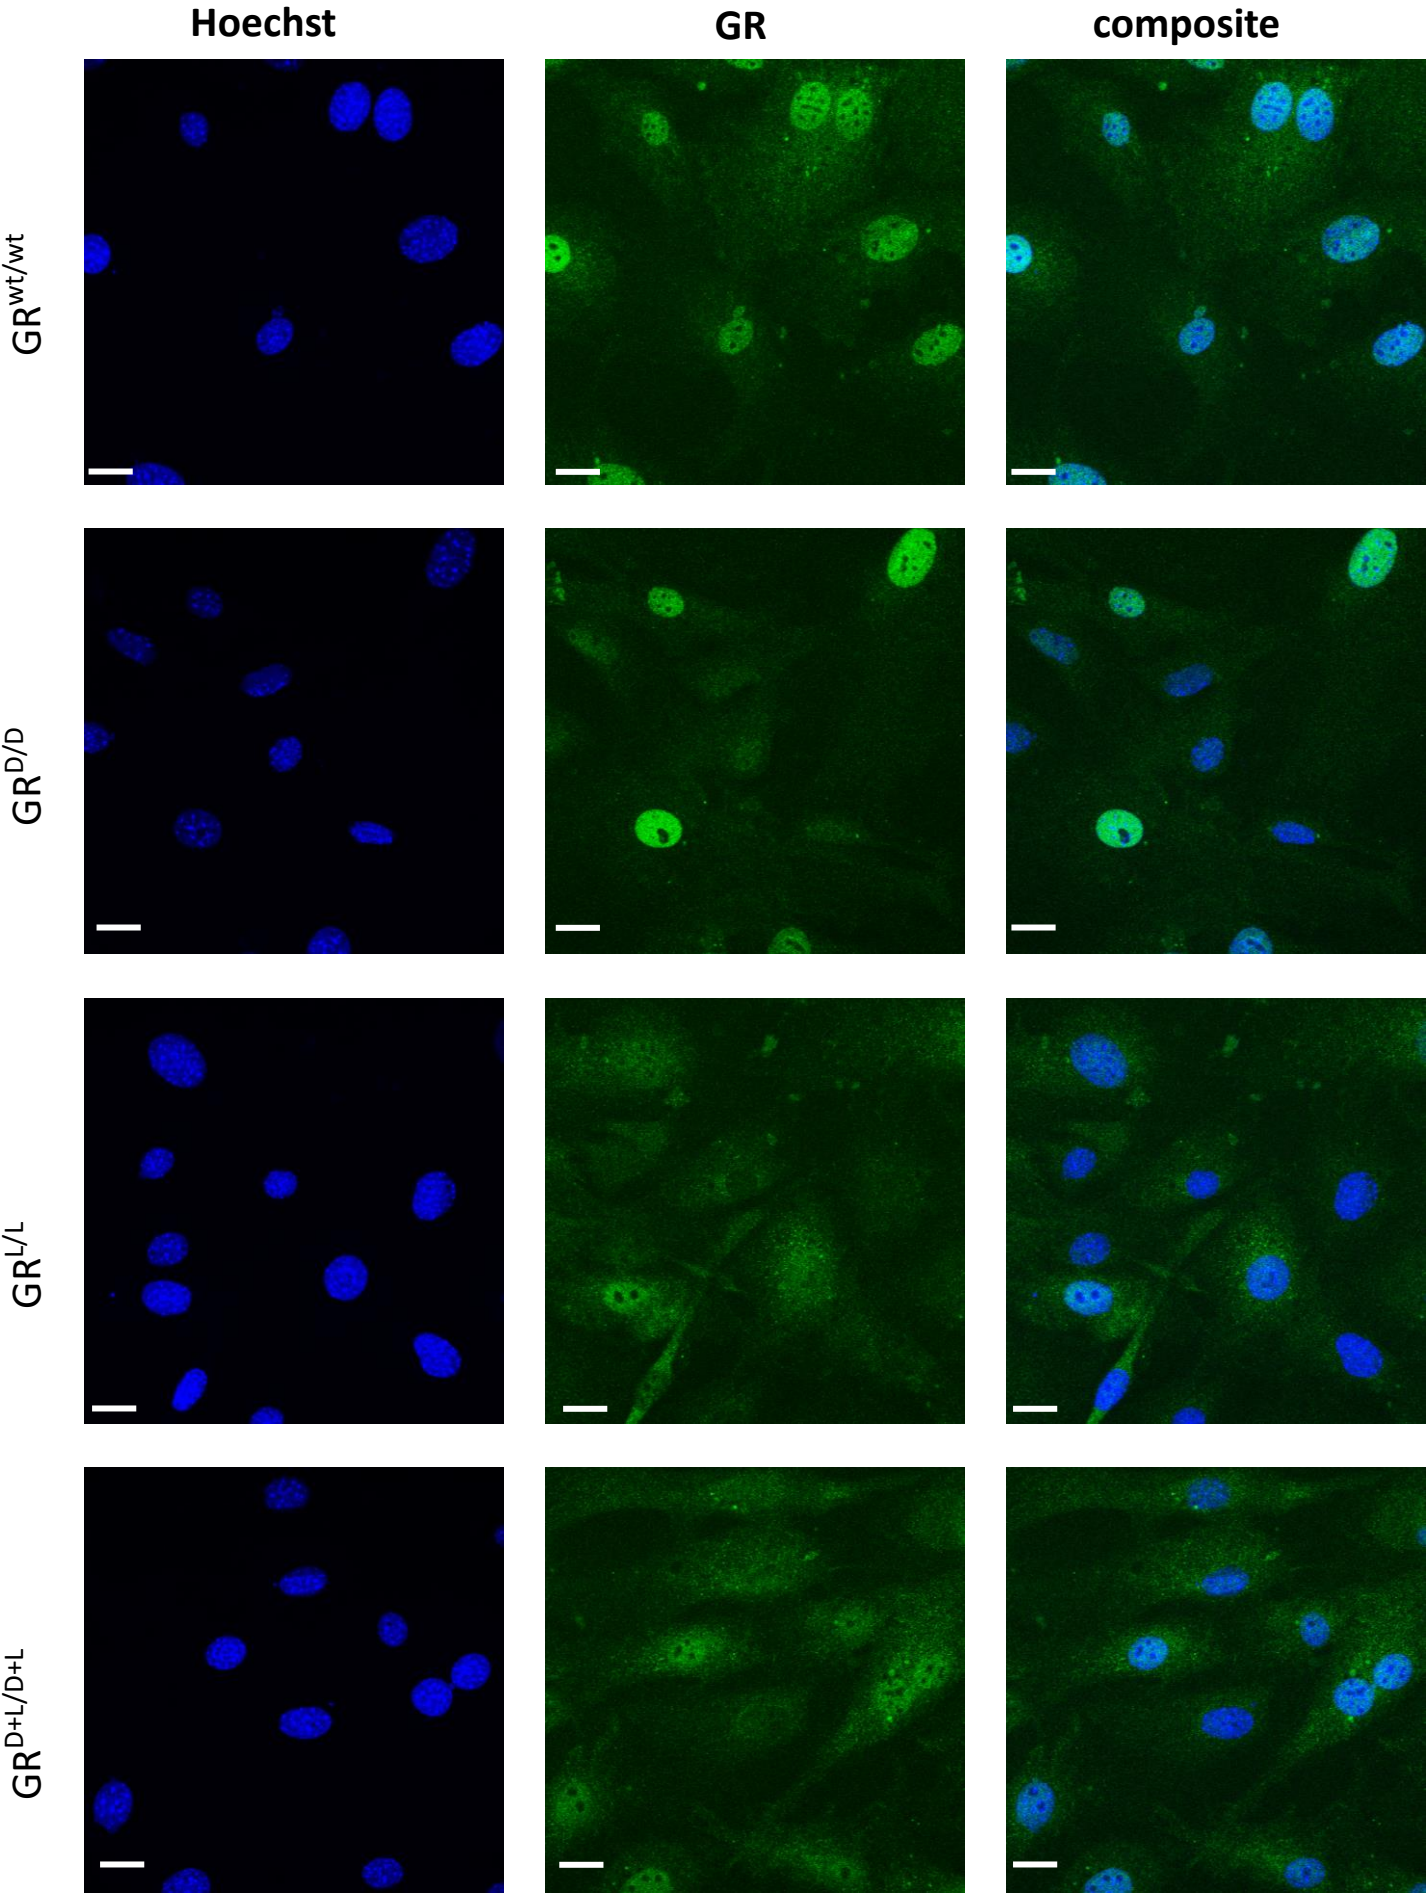

## **Supplemental Figure 4 cont.**

Nuclear translocation with 10 nM DEX in all GR genotypes. This shows the individual channel images from the 10 nM DEX-stimulated samples shown in Figure 5C. Scale bars are 22  $\mu\text{m}$ .

## Supplemental Figure 5.

|                                |                                            |                     |     |
|--------------------------------|--------------------------------------------|---------------------|-----|
| SP P49843 GCR_ONCMY            | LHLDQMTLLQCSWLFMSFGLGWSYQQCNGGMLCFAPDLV    | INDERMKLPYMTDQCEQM  | 621 |
| SP Q5R9P5 GCR_PONAB            | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP P59667 GCR_RABIT            | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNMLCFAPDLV   | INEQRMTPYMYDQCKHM   | 641 |
| SP Q6XLJ0 GCR_CALJA            | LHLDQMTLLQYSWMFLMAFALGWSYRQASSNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP O13186 GCR_SAIBB            | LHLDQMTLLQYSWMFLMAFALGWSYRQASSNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP P06536 GCR_RAT              | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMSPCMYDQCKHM   | 664 |
| SP Q9N1U3 GCR_PIG              | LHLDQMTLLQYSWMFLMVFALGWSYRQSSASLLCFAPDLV   | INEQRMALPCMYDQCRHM  | 651 |
| SP P06537 GCR_MOUSE            | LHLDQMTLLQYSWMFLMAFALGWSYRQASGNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 652 |
| SP P04150 GCR_HUMAN            | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP O46567 GCR_SAISC            | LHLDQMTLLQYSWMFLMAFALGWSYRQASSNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 647 |
| SP P79269 GCR_SAGOE            | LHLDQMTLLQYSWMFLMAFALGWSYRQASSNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP P49115 GCR_CAVPO            | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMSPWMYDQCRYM   | 640 |
| SP P79686 GCR_AOTNA            | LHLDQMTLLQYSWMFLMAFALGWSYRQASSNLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| SP Q95267 GCR_TUPBE            | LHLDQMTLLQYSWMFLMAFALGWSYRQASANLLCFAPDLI   | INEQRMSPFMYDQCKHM   | 645 |
| TR Q1XHK0 Q1XHK0_DANRE         | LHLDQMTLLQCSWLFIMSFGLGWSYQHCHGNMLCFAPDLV   | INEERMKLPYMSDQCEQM  | 615 |
| SP P49844 GCR_XENLA            | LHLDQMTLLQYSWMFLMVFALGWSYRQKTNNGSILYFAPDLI | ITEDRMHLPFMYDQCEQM  | 645 |
| SP O73673 GCR_PAROL            | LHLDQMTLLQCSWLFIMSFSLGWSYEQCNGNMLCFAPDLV   | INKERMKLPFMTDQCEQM  | 676 |
| TR A0A1D5PRD7 A0A1D5PRD7_CHICK | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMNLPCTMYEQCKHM | 641 |
| TR H2QRP6 H2QRP6_PANTR         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 647 |
| TR F1Q298 F1Q298_CANLF         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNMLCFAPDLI   | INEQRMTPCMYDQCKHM   | 650 |
| TR F1MN19 F1MN19_BOVIN         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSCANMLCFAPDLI  | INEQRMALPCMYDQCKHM  | 650 |
| TR A0A2I2YD33 A0A2I2YD33_GORGO | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 647 |
| TR H9FTF1 H9FTF1_MACMU         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| TR G1NAS4 G1NAS4_MELGA         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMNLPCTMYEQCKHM | 640 |
| TR G1KP59 G1KP59_ANOCA         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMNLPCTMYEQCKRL | 642 |
| TR K7GAE8 K7GAE8_PELSI         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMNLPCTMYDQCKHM | 636 |
| TR G1PHX2 G1PHX2_MYOLU         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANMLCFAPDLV   | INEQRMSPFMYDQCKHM   | 645 |
| TR M3Y916 M3Y916_MUSPF         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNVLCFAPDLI   | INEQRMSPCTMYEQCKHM  | 651 |
| TR F6W567 F6W567_ORNAN         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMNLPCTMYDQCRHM | 644 |
| TR M3ZBD8 M3ZBD8_NOMLE         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 647 |
| TR A0A2R9BT94 A0A2R9BT94_PANPA | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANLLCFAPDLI   | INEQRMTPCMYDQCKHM   | 646 |
| TR H0VUL7 H0VUL7_CAVPO         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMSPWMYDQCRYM   | 641 |
| TR W5NVF6 W5NVF6_SHEEP         | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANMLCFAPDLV   | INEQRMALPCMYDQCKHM  | 650 |
| TR A0A452EXA0 A0A452EXA0_CAPHI | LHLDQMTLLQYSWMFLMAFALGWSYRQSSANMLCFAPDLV   | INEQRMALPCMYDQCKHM  | 650 |
| TR A0A452HUM1 A0A452HUM1_9SAUR | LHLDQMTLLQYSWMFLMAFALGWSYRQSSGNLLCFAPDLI   | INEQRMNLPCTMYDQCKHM | 636 |
| TR A0A151M6S0 A0A151M6S0_ALLMI | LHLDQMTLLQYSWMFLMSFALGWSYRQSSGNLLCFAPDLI   | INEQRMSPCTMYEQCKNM  | 611 |
| TR A0A4W4EHL9 A0A4W4EHL9_ELEEL | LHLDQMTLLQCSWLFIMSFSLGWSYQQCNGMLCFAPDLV    | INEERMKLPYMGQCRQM   | 612 |
| TR A0A3P9IVA5 A0A3P9IVA5_ORYLA | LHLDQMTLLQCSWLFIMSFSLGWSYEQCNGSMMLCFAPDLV  | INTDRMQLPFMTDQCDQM  | 623 |
| TR A0A2D0SZD0 A0A2D0SZD0_ICTPU | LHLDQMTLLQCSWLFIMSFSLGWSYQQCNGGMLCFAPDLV   | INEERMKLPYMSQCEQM   | 568 |
| TR A0A3Q3SWH1 A0A3Q3SWH1_9TELE | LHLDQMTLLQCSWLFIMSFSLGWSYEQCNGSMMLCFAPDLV  | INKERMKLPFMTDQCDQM  | 663 |
| TR A0A673WSI9 A0A673WSI9_SALTR | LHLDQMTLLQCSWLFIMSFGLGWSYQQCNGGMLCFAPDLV   | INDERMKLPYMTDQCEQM  | 615 |

Sequence alignment of part of the GR LBD of 41 (informative) eukaryotic species. Of the six amino acids involved in this LBD dimerization interphase, only the I634 is tolerated to mutate, albeit only to a valine, in some species. The P, involved in the hydrophobic interaction with the I634 of the other monomer is emphasized by a red box, as well as the I/V.

**Supplemental Figure 6**

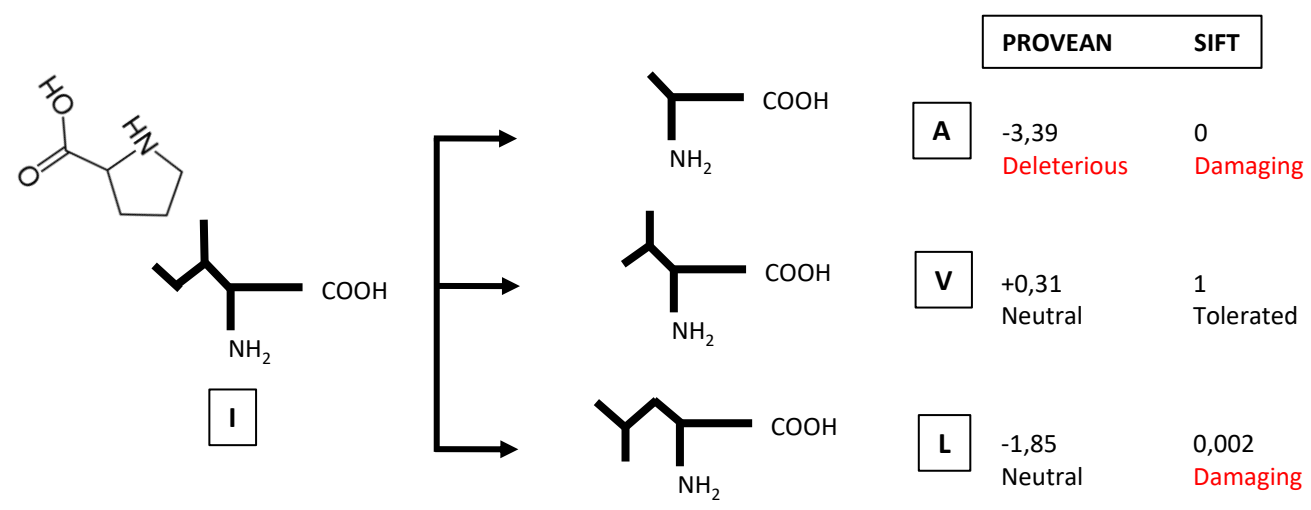

Prediction by PROVEAN and SIFT that replacement of I634 to a V634 is neutral and tolerated, but not a replacement to an A634 or L634.

## Supplemental Figure 7

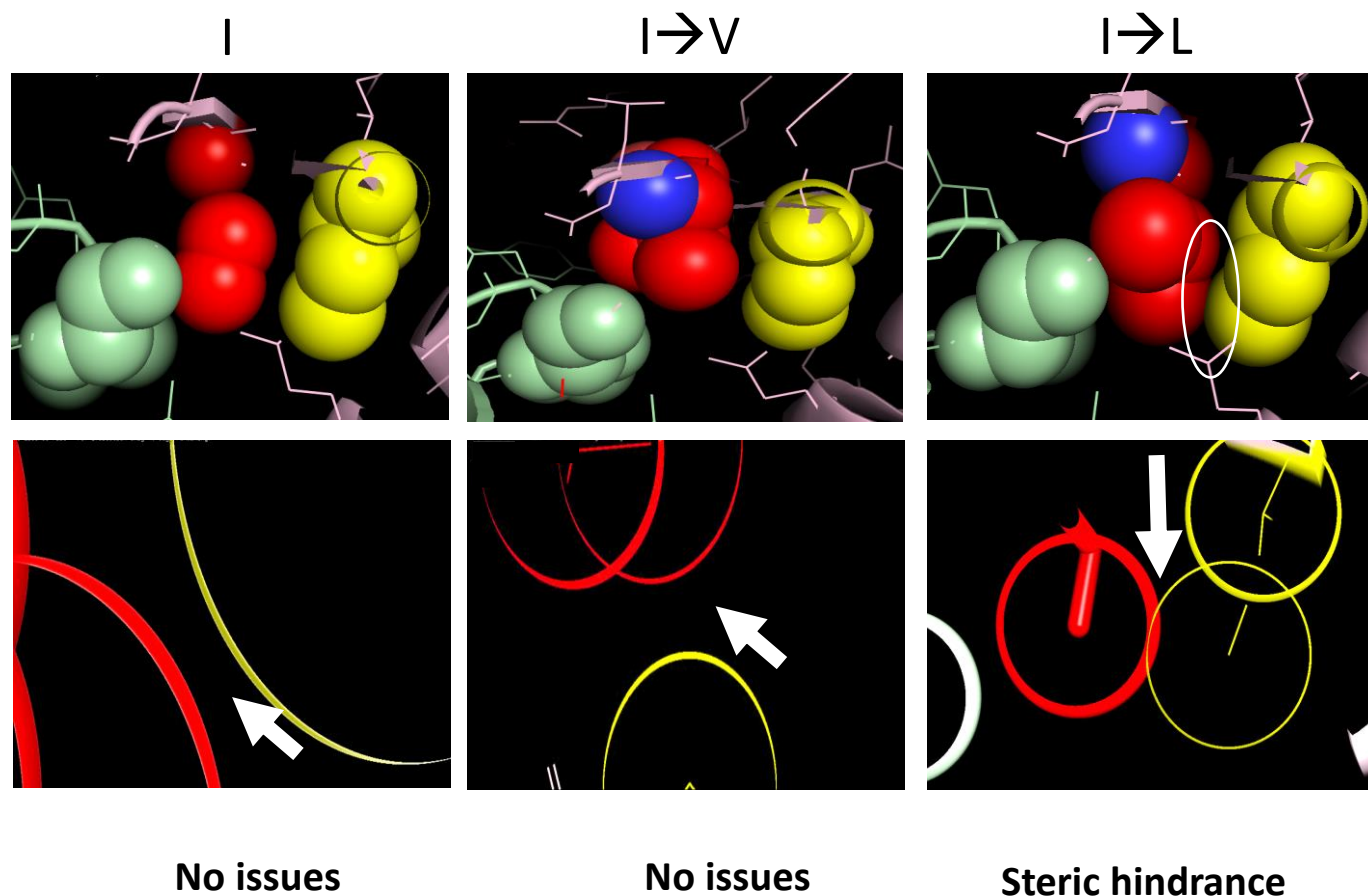

Explanation of the tolerance of Valine and Intolerance of Leucine at the LBD dimerization interphase. In red is position 628 (human), yellow position 622 (human) and light green position 625' (human) of a second GR residue. In normal GR, the I628 interacts with P625'. An I→V allows stabilizing interaction between V628 and P625'. However, an I→L allows the interaction with P625', but will cause steric hinderance with C622, preventing proper formation of the dimerization interface. The lower panels show the close distance between the atoms of the 628 residue and C622 and the incompatibility of a L628 (emphasized by the white arrows in the middle of the figures).

**Supplemental Figure 8**

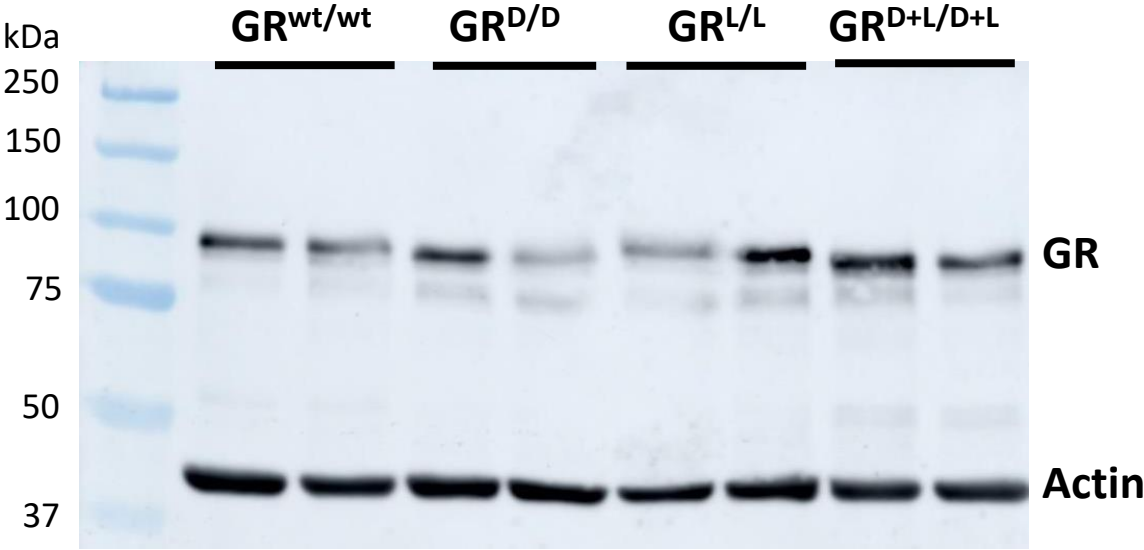

Western blot of GR quantification in all genotypes expressing mutant GR (MEF cells)

# Supplementary material for: Point mutation I634A in the glucocorticoid receptor causes embryonic lethality by reduced ligand binding
**Source:** J Biol Chem. 2022 Jan 8;298(2):101574. doi: 10.1016/j.jbc.2022.101574
**Supplement:** Supplemental Table S1

**Supplemental Table 1: qPCR primers applied in this study**

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| *Tsc22d3* | CCAGTGTGCTCCAGAAAGTGTAAG | AGAAGGCTCATTTGGCTCAATCTC |
| *Fkbp5* | TGAGGGCACCAGTAACAATGG | CAACATCCCTTTGTAGTGGACAT |
| *Dusp1* | GTTGTTGGATTGTCGCTCCTT | TTGGGCACGATATGCTCCAG |
| *Rpl* | CCTGCTGCTCTCAAGGTT | TGGTTGTCACTGCCTCGTACTT |
| *Ubc* | AGGTCAAACAGGAAGACAGACGTA | TCACACCCAAGAACAAGCACA |

# Supplementary material for: Point mutation I634A in the glucocorticoid receptor causes embryonic lethality by reduced ligand binding
**Source:** J Biol Chem. 2022 Jan 8;298(2):101574. doi: 10.1016/j.jbc.2022.101574
**Supplement:** Supplemental Table S2

|  | **GR^+/+^** | **GR^D/D^** | **GR^L/L^** | **GR^D+L/D+L^** | **GR^-/-^** |
| --- | --- | --- | --- | --- | --- |
|  | | | | | |
| **Viability** | Y | Y | N | N | N |
| **Lung maturation** | Y | Y | N | N | N |
| **Skin stratification** | Y | Y | N | N | N |
|  | | | | | |
| **10^-6^ M Dex** | | | | | |
| Nuclear translocation | ++++ | ++++ | ++++ | ++++ | ND |
| Gene regulation | ++++ | ++ | +++ | + | 0 |
| Dimerization | ++++ | 0 | + | 0 | ND |
|  | | | | | |
| **10^-8^ M Dex** | | | | | |
| Nuclear translocation | ++++ | ++++ | 0 | 0 | ND |
| Gene regulation | ++++ | + | 0 | + | ND |
|  | | | | | |
| **Ligand binding (M)** | **3.3x10^-9^** | **2.4x10^-9^** | **4.5x10^-6^** | **7.5x10^-9^** | ND |

**Supplemental Table 2**: Overview of data obtained in this study. ND is not done.

|  |
| --- |

How the deposited data were processed for this re-analysis (not part of the article)

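RNA-seq of MEFs treated with vehicle or 1 μM Dex for 5 h was processed from the table of raw read counts per gene that the authors deposited. It covers 36 libraries of 5 genotypes in 2 runs, with 3 libraries per genotype and treatment in the mutants and 6 in GR wt/wt, of which 3 belong to each run. The authors made the counts from TruSeq libraries sequenced on a NextSeq, mapped to mm10 with hisat2, restricted to uniquely mapped reads and counted with featureCounts of the subread package. The deposited values are whole numbers without normalization or filter, and each column is one library. All columns were used. The paper's text does not name the versions of these programs, the annotation or the strand setting. Reads shared by paralogs or by overlapping genes were therefore not examined. The experiment with 10 nM Dex was not analysed here, nor were the experiments of the paper other than RNA-seq.

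Libraries were assigned to genotype, treatment, run and replicate number from the sample labels. The totals ranged from 15280166 to 28662608 counts, and the 15489 genes tested hold 99.93% of all counts. Symbols were matched to 55141 of the 55487 gene identifiers. With the dispersion estimated over all 36 libraries, the biological coefficient of variation was 0.0565.

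Tests used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. Library sizes were scaled by TMM, genes were filtered by filterByExpr on the 10 combinations of genotype and treatment, and the quasi-likelihood F test was applied to contrasts of a model with a term for each combination and a term for the run. The paper used DESeq2 with the formula experiment plus condition. Genes were called at an adjusted p-value (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The same thresholds were applied to comparisons of vehicle-treated mutants with GR wt/wt. Differences of the Dex response between genotypes were tested as interactions at an adjusted p-value of at most 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic and are approximate. Correlations are Spearman's across genes. Medians per replicate used log2 CPM (counts scaled to the library size) with a prior count of 2 and were compared by two-sided exact permutation tests of the difference of means. Shares of the GR wt/wt change come from the fitted fold changes and their replicate values from these log2 CPM, so a share can lie outside its replicates.

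The genes named in the text follow a rule set before the data were examined. It takes genes that the paper names, of which Nr3c1, Tsc22d3, Fkbp5 and Dusp1 are reported; not every gene under the rule is reported here. It adds the 5 genes raised most and the 5 lowered most by Dex in GR wt/wt among called genes with a mean count of at least 50 and the same direction in all 6 replicates. For each mutant it adds the 3 genes with the smallest adjusted p-value of the response difference and the 3 of the vehicle comparison. Other genes are named with the remark that they were chosen after their values were seen. The sex of each library was read from Xist against Ddx3y, Eif2s3y, Kdm5d and Uty. Lists of 20 macrophage genes and 10 cartilage genes were written before the values of these genes were seen.

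The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts (32584 genes), at least 10 counts in every library (11959 genes), the replicate number as a block, only the libraries of the genotypes compared, no GR-/- libraries, only the GR wt/wt libraries of run 1 or of run 2, other gene lists for medians and correlations, no limit on the fold change, and each library left out in turn. DESeq2 without a filter, separate GR wt/wt terms for each run and 3 sets of genes for correlations (called in GR wt/wt of run 1, called in GR wt/wt of run 2, and a mean count of at least 50) were added after the data were seen, as were the comparisons between mutants and between the runs of GR wt/wt.

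The procedure was tested on simulated data with a dispersion of 0.01, in which 200 genes among 14934 tested were changed by known amounts. At the adjusted p-value of 0.05, edgeR recovered 100% of them in GR wt/wt and in GR L/L, 75.5% in GR D/D, where the simulated changes were smaller, and 68.5% of the differences between GR D/D and GR wt/wt. It called 0 genes in GR-/-, 0 for the response difference of GR L/L and 0 for that of the runs, where no change was simulated. Of the genes it called in GR wt/wt, 3.38% were false, and the largest false share in any comparison was 12.2%. DESeq2 recovered 100% in GR wt/wt among 14934 genes. The simulated Dex response of GR wt/wt was the same in both runs, unlike that in the data. Its dispersion was also larger than the common dispersion of 0.00319 in the data. The simulation therefore does not show how the model behaves when the GR wt/wt response differs between runs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.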

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

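The shares over genes called in both runs of GR wt/wt, the response of male cells and the comparison of replicates within a run were chosen only after the result was seen. The counts relative to GR wt/wt of the same run come from separate GR wt/wt terms for each run, which were also added after the data were seen. The other tests of explanations in this part were not chosen in this way. Among the results of this part, the differences from GR wt/wt over both runs were planned before the data were examined. Those between GR L/L and GR D/D and between the runs were added afterwards.

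The Dex response differed from that of GR wt/wt for 1105 genes in GR D/D, 115 in GR L/L, 1227 in GR D+L/D+L and 2310 in GR-/- by the interaction test. In a model of only the genotypes compared, the counts were 693, 60, 998 and 1837, and in each of the 4 comparisons 1 of 40 splits of the 9 replicates into groups of 3 and 6 (drawn from 84) gave as many genes, the real one. The other splits drawn gave at most 3 genes. Splits that follow the run were computed apart from these. The 3 GR wt/wt replicates of run 2 against the 6 replicates of run 1 gave 711 genes in the comparison of GR D/D, more than the real split, 524 in that of GR D+L/D+L and 227 in that of GR-/-. The 3 GR wt/wt replicates of run 1 against the 6 replicates of run 2 gave 402 in that of GR L/L, also more than the real split. Against GR wt/wt of the same run, which leaves the run out, 509 genes differed in GR D/D, 286 in GR L/L, 501 in GR D+L/D+L and 1314 in GR-/-. These same-run counts argue against the run as the whole cause. The GR L/L count of 115, which is against both runs of GR wt/wt, was 68 without GR L/L vehicle replicate 2. Sex is excluded as the source of the 509 genes in GR D/D and the 286 in GR L/L, whose cells had the sex of GR wt/wt of the same run. In GR D+L/D+L and GR-/-, which were male, it does not account for the whole difference, since male cells respond. Over the 198 genes raised in the female GR wt/wt of run 1, the mean of the replicate medians was 1.37 (1.32 to 1.47) in the male GR wt/wt of run 2 and 0.96 (0.92 to 0.99) in the male GR L/L, against 0.33 (0.30 to 0.35) in GR D+L/D+L and −0.018 (−0.040 to −0.0055) in GR-/-. Over the 113 lowered genes it was −0.93, −0.81, −0.52 and 0.056. A part from sex stays open there. A difference between the receptors is the hypothesis these values leave open, next to the culture of the embryos in every genotype and the strain in GR-/-, which the methods of the paper give as 129 Sv and FVB/NJ for the others. Culture and strain were not tested for the response.

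The genes with the smallest adjusted p-values of these differences were Mt2 (log2 difference −3.18), Jade2 (−1.78) and Tent5b (−2.11) in GR D/D, Dennd2a (−0.53), Col11a1 (−0.85) and Suox (−1.10) in GR L/L, Mt2 (−3.36), Tent5b (−2.42) and Dennd2a (−0.99) in GR D+L/D+L, and Gjb2 (2.14), Sphk1 (−1.84) and Sgk1 (−1.38) in GR-/-.

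Between GR L/L and GR D/D, the response of 1074 genes differed (668 without GR D/D vehicle replicate 2). These genotypes were profiled in different runs, and run 2, that of GR L/L, was sequenced more deeply. With the counts of run 2 thinned to the depth of run 1, 364 genes were called in GR L/L and 143 in GR D/D, which argues against depth as the cause of the larger number in GR L/L. The GR wt/wt cultures of run 2 also responded more strongly. Relative to GR wt/wt of the same run, GR L/L kept 68.2% of the median log2 fold change of raised genes (replicates 67.2% to 72.5%) and GR D/D 37.8% (34.9% to 44.1%), but these shares come from different lists (198 genes called in run 1 and 378 called in run 2). The shares are of fitted fold changes and the replicates of log2 CPM, so a share can lie outside its replicates. Of lowered genes (113 and 317), GR L/L kept 78.6% (82.5% to 91.4%) and GR D/D 68.1% (57.2% to 75.1%). Over one list for both, of genes called in both runs, GR L/L kept 75.4% (69.5% to 78.7%) and GR D/D 29.5% (29.6% to 38.3%) of the change of 128 raised genes, while for 55 lowered genes the replicates overlapped (67.5% to 77.6% in GR L/L, 53.9% to 68.2% in GR D/D). The stronger response of run 2 therefore does not account for the whole difference in raised genes, and for lowered genes it is not excluded. It may account for part of the difference, since 196 genes differed between GR L/L and GR D/D relative to GR wt/wt of the same run.

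The response of 1098 genes differed between the GR wt/wt replicates of the 2 runs. In a model of the GR wt/wt libraries alone 826 genes differed, and 1 of the 10 splits of the 6 replicates gave as many, the real one, where 10 splits cannot give a share under 0.1. The log2 fold change was larger in run 2 by 1.73 for Tsc22d3, by 1.12 for Fkbp5 and by 1.08 for Dusp1. The median log2 fold change of the raised genes in run 2 was 1.33 times that in run 1, and 1.32 times after run 2 was thinned to the depth of run 1, with 991 genes still different. This argues against depth. A higher starting level in run 1 would place the raised genes lower in run 2 with vehicle, but there they lay higher by a median log2 difference of 0.49, and by 1.09 with Dex. This excludes a higher starting level for the list as a whole but not for each gene, since 120 of the 322 raised genes were lower with vehicle in run 2, among them Dusp1 (51.6 CPM in run 1 and 10.9 in run 2). Sex, culture and day of the experiment changed together with the run and stay open. No biological explanation was tested.

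GR-/- Dex replicate 3 held 236 counts of Xist, against 17 to 34 in the other GR-/- libraries. Over 21 other genes that are high in the female GR wt/wt libraries of run 1 and nearly absent from the other GR-/- libraries, it reached 6.23% of the female level, near the 5.75% that Xist gives. The 21 genes held 1015 counts, where the share of Xist needs 950, and 149 to 234 in the other GR-/- libraries. Female cells or RNA mixed into this library are a candidate explanation. Whether they entered in culture or at the bench was not tested.

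In GR-/- vehicle replicate 3, the 10 cartilage genes held 9432 counts, against 4427 to 4867 in the other GR-/- libraries. The list was written because this library held 437 counts of Ibsp, 463 of Col9a1 and 252 of Comp, against at most 27 of any of them elsewhere in GR-/-. The median log2 ratio of the 10 genes to the other GR-/- libraries was 1.43, and 8 of the 10 were highest here, with Col2a1 at 7451 counts against 2462 to 3640. Col10a1 and Sox9 were not highest. More cartilage cells in this culture cannot be told apart from a change in the fibroblasts themselves, because some abundant genes of the list rose and others did not. In GR wt/wt of run 1 the 10 genes summed to 38.4 to 43.4 CPM, against 248 to 598 in GR-/-.

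Genes of macrophages were higher in several vehicle-treated mutants than in GR wt/wt of the same run. Csf1r and Apobec1 (log2 differences 4.56 and 4.14 in GR-/-) prompted a list of 20 other macrophage genes, all of which were higher in GR-/- and called, with a median log2 difference of 3.66 (1.20 to 4.75). In 95% of 10000 random lists matched on expression the median lay between −0.12 and 0.17. Lyz2, the most abundant gene of the list, stood at 1805 CPM in GR-/-, 156 in GR wt/wt of run 1, 411 in GR wt/wt of run 2, 469 in GR D/D, 723 in GR L/L and 21.6 in GR D+L/D+L. All 20 genes were expressed in GR wt/wt as well. The median was 1.51 in GR D/D (18 genes called), 1.00 in GR L/L (10 called) and −3.12 in GR D+L/D+L. Macrophages in shares that differ between cultures are a candidate explanation. Whether the shares follow the genotype or the preparation of each culture was not tested.

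Among 78 sets of 6 GR wt/wt values tested, 0 held a library far from the others, where chance gives 3.9. The 6 values of a set span both runs, whose difference widens the range, so a single odd library could hardly stand out in this test. GR wt/wt Dex replicate 4 differed from Dex replicates 5 and 6 of its run by 7.49 and 8.34 times the variance that sampling gives, against 1.65 between those 2. GR D/D vehicle replicates 2 and 3 differed from each other by 6.47 times this variance, and from vehicle replicate 1 by 3.32 and 3.55 times. The cause was not tested in either case.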

How the results depend on the processing

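All alternatives below were set before the data were examined, except DESeq2 without a filter, separate GR wt/wt terms for each run and the sets of genes called in one run or with a mean count of at least 50 for correlations. These were chosen after seeing the data, and so were the comparisons between mutants and between runs. Where a value changed, the cause was not tested unless named.

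In each alternative that gave all 3 counts, more genes were called in GR L/L than in GR D/D and more in GR D/D than in GR D+L/D+L. GR wt/wt had the highest count except with only the libraries of each genotype (364, against 373 in GR L/L) and with only the GR wt/wt libraries of run 1.

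With at least 10 counts in every library, which tests fewer genes, 187 genes were called in GR wt/wt, 63 in GR D/D, 130 in GR L/L and 28 in GR D+L/D+L, and the vehicle comparisons gave 102 in GR D/D, 22 in GR L/L, 293 in GR D+L/D+L and 813 in GR-/-. The correlation with GR wt/wt was 0.498 in GR D/D, 0.721 in GR L/L and 0.343 in GR D+L/D+L. Medians of raised genes were 0.37 in GR D+L/D+L and 0.015 in GR-/-, and of lowered genes −1.06 in GR L/L and −0.49 in GR D+L/D+L. Without a filter, 28 genes were called in GR-/-, 288 differed in response in GR L/L and 67 between GR D+L/D+L and GR D/D. The correlations were 0.154, 0.236 and 0.107 in GR D/D, GR L/L and GR D+L/D+L. Medians of raised genes were 0.39 in GR D/D and 0 in GR-/-, and of lowered genes −0.45 in GR D/D, −0.94 in GR L/L and −0.32 in GR D+L/D+L.

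DESeq2 called 1 gene in GR-/- (Serpina3i, named after its values were seen), gave a median of raised genes of 0.43 in GR D/D, and found 21 genes between GR D+L/D+L and GR D/D. DESeq2 without a filter called 1 gene in GR-/- and found 34 between GR D+L/D+L and GR D/D, with correlations of 0.165, 0.251 and 0.114 in GR D/D, GR L/L and GR D+L/D+L and a median of raised genes of 0.42 in GR D/D. With no limit on the log2 fold change, 5207 genes were called in GR wt/wt, 1569 in GR D/D, 2740 in GR L/L and 620 in GR D+L/D+L.

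With only the GR wt/wt libraries of run 1, 310 genes were called in GR wt/wt, and the mutants reached 50.3% (GR D/D), 122% (GR L/L) and 21.0% (GR D+L/D+L) of this. The response differed from GR wt/wt for 577 genes in GR D/D, 648 in GR L/L, 536 in GR D+L/D+L and 1444 in GR-/-, and for 28 between GR D+L/D+L and GR D/D. The correlation was 0.419 in GR L/L, 0.30 in GR D+L/D+L and −0.051 in GR-/-. Medians of raised genes were 0.99 in GR L/L and −0.021 in GR-/-, and of lowered genes −0.62 in GR D/D, −0.81 in GR L/L and −0.49 in GR D+L/D+L. With only those of run 2, 1880 genes differed in GR D/D, 256 in GR L/L, 2097 in GR D+L/D+L and 6 between GR D+L/D+L and GR D/D, and the correlation was 0.322 in GR D/D and 0.197 in GR D+L/D+L. Medians of raised genes were 0.34 in GR D/D, 1.09 in GR L/L, 0.23 in GR D+L/D+L and 0.00063 in GR-/-, and of lowered genes −0.41 in GR D/D, −0.86 in GR L/L and −0.32 in GR D+L/D+L. With separate GR wt/wt terms for each run, 207 genes differed in GR L/L and 12 between GR D+L/D+L and GR D/D, with medians of raised genes of 0.43 in GR D/D and −0.014 in GR-/- and of lowered genes of −0.94 in GR L/L. With only the genotypes compared, 693 genes differed in GR D/D, 60 in GR L/L and 7 between GR D+L/D+L and GR D/D, with medians in GR D/D of 0.44 for raised and −0.61 for lowered genes.

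Over only the genes called in GR wt/wt, the correlation was 0.526 in GR D/D, 0.867 in GR L/L, 0.444 in GR D+L/D+L and −0.147 in GR-/-. Over those called in GR wt/wt of run 1 it was 0.647, 0.898, 0.552 and −0.177, and over those called in GR wt/wt of run 2 0.568, 0.891, 0.455 and −0.115, in the same order. Over genes with a mean count of at least 50 it was 0.507 in GR D/D, 0.739 in GR L/L and 0.345 in GR D+L/D+L. With the list from GR wt/wt of run 1 and the GR wt/wt value from run 2, medians of raised genes were 0.99 in GR L/L and −0.024 in GR-/-, and of lowered genes −1.05 in GR wt/wt, −0.62 in GR D/D, −0.81 in GR L/L and −0.49 in GR D+L/D+L. With a mean count of at least 50 in the list, they were 0.37 in GR D/D and 0.0020 in GR-/- for raised genes, and −1.03 in GR L/L and −0.47 in GR D+L/D+L for lowered genes.

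With the replicate number as a block, 64 genes differed in response between GR L/L and GR wt/wt. The numbers do not pair the libraries. Deviations of vehicle and Dex libraries of the same number from their group means correlated by 0.0057 on average (−0.0027 for different numbers), above 0.1 in 3 of 18 pairs. The vehicle comparisons cannot be had under the block.

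The sign of the change of Pdk4 in GR D/D varied. It was −0.0039, and 0.0021 with DESeq2's size factors, 0.0015 with at least 10 counts in every library, 0.00055 with only the genotypes compared, 0.0016 without the GR-/- libraries and 0.00097 with only the GR wt/wt libraries of run 2.

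Across the fits that each left out one library, the called genes ranged from 504 to 556 in GR wt/wt, 119 to 154 in GR D/D, 360 to 384 in GR L/L, 52 to 61 in GR D+L/D+L and 0 to 6 in GR-/-, with the 6 reached without vehicle replicate 1 and without vehicle replicate 2. Response differences ranged from 68 (without GR L/L vehicle replicate 2) to 146 in GR L/L, from 0 to 10 (without GR D/D Dex replicate 1) between GR D+L/D+L and GR D/D, and from 668 (without GR D/D vehicle replicate 2) to 1547 between GR L/L and GR D/D. The correlation ranged from 0.295 to 0.409 in GR D/D and from 0.235 to 0.284 in GR D+L/D+L. Medians of raised genes ranged from 0.36 to 0.46 in GR D/D and from −0.014 to 0.0068 in GR-/-, that of lowered genes in GR L/L from −1.03 to −0.94, and Pdk4 in GR D/D from −0.13 to 0.098. Outside these fits, values of single genes and correlations between mutants changed as well. Counting each combination of gene, genotype and alternative, 26 passed the threshold only under the alternative (all of Nr3c1, Tsc22d3, Dusp1 and Mt2) and 9 no longer passed it (all of Nr3c1 and Has2). Counting each combination of a pair of mutants and an alternative, 28 correlations moved by more than the replicate SD.

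In GR-/-, 787 genes (5.08%) had an unadjusted p-value under 0.05 while 0 were called, about the share that chance gives, so this number is no sign of missed responses. Between GR D+L/D+L and GR D/D it was 1437 genes (9.28%) while 0 were called, and small differences of single genes stay unresolved there with 3 libraries per group.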

Differences from the paper's values

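DESeq2 without a filter, separate GR wt/wt terms for each run, and for correlations the sets of genes called in one run or with a mean count of at least 50, were chosen only after the result was seen. The other alternatives of this part were set before the data were examined.

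The paper's Spearman correlation between the log2 fold changes of GR wt/wt and GR L/L at 1 μM Dex is 0.86, and over the 15489 genes tested it was 0.619. Over only the genes called in GR wt/wt, an alternative set before the data were examined, it was 0.867, which lies nearer to the paper's value than the replicate SD of 0.0480. This SD is that of the correlation over all genes tested. Over the called genes the GR L/L replicates spanned only 0.817 to 0.843, so the SD is a wide margin there. The other alternatives set before the data were examined did not close the gap, with values from 0.236 without a filter to 0.721 with at least 10 counts in every library. Of the sets of genes chosen after seeing the data, those called in GR wt/wt of run 1 (0.898) and of run 2 (0.891) also closed it by this SD, and those with a mean count of at least 50 (0.739) did not. Both 0.898 and 0.891 lay above the paper's value by more than the GR L/L replicates spanned over the called genes.

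The other correlations of Fig. 4G were read by eye. The paper's value for GR wt/wt with GR D/D is about 0.55 in Fig. 4G, read by eye, against 0.391 over all genes tested and 0.526 over only the genes called in GR wt/wt. For GR D/D with GR L/L the paper's value is about 0.55 in Fig. 4G, read by eye, against 0.236 and 0.523. For GR L/L with GR D+L/D+L it is about 0.42 in Fig. 4G, read by eye, against 0.218 and 0.421. In these 3 cases only the set of genes called in GR wt/wt, among the alternatives set before the data were examined, closed the gap. For GR wt/wt with GR D+L/D+L the paper's value is about 0.41 in Fig. 4G, read by eye, against 0.262 and 0.444, and for GR D/D with GR D+L/D+L it is about 0.49 in Fig. 4G, read by eye, against 0.273 and 0.517. None of the alternatives set before the data were examined closed these 2 gaps within the error. Of the sets chosen after seeing the data, the genes called in GR wt/wt of run 2 closed the gap for GR wt/wt with GR D/D (0.568), GR D/D with GR L/L (0.551) and GR D/D with GR D+L/D+L (0.496), but not for GR L/L with GR D+L/D+L (0.436) or GR wt/wt with GR D+L/D+L (0.455). The genes called in GR wt/wt of run 1 closed it for GR D/D with GR L/L only (0.598), with 0.647, 0.680, 0.518 and 0.552 in the other 4 cases, and those with a mean count of at least 50 for GR wt/wt with GR D/D only (0.507), with 0.296 for GR D/D with GR L/L, 0.380 for GR D/D with GR D+L/D+L, 0.303 for GR L/L with GR D+L/D+L and 0.345 for GR wt/wt with GR D+L/D+L.

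The paper describes GR D/D and GR D+L/D+L as most alike at 1 μM Dex. Over the genes called in GR wt/wt, the correlation of GR D/D was 0.517 with GR D+L/D+L, 0.526 with GR wt/wt and 0.523 with GR L/L. Over the genes called in GR wt/wt of run 1 the order was the paper's, with 0.680 for GR D+L/D+L, 0.647 for GR wt/wt and 0.598 for GR L/L. Over those called in GR wt/wt of run 2 it was 0.496, 0.568 and 0.551. The number of genes with a different response between GR D/D and GR D+L/D+L, both of run 1, was 0 (1437 at an unadjusted p-value under 0.05), but 21 with DESeq2, 67 without a filter, the most among the alternatives, and 12 with separate GR wt/wt terms for each run. Between GR D/D and GR wt/wt it was 509 within run 1 and 1105 over both runs of GR wt/wt, a count that includes the difference between the runs. The paper also reports no effect of Dex in GR-/-. Here 0 genes were called (787 at an unadjusted p-value under 0.05), but 28 were called without a filter on low counts and 1 with DESeq2. Of the 28, 19 had their highest count in GR-/- vehicle replicate 3 and 8 in GR-/- Dex replicate 3. These are the libraries flagged above for cartilage genes and for Xist. The gene called by DESeq2, Serpina3i, held 72 counts in Dex replicate 3, against 5 to 15 in the other GR-/- libraries.

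Relative to GR wt/wt, the counts of called genes were 27.2% in GR D/D, 73.7% in GR L/L and 11.3% in GR D+L/D+L, each within 1.5 times of the paper's 21%, 63% and 10%. DESeq2 without a filter, which was chosen after seeing the values, gave 21.1%, 63.4% and 9.56%.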

Other observations

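The tests on the sex of the libraries, the shares of GR L/L, the lowered genes with vehicle and the vehicle lists of GR D+L/D+L in this part were chosen only after the result was seen. The other tests on the share kept in GR D/D, on the vehicle comparisons and on the splits were written before it was seen. The vehicle comparisons and the rule for naming genes were set before the data were examined.

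In a fit of each genotype alone, the split of the libraries into Dex and vehicle was compared with other splits of the same libraries. In GR wt/wt, 1 of 100 splits (drawn from 462) gave as many genes as the real one, which gave 364, and the largest other count was 162. The split that follows the run gave 2924 genes, more than the real one. Within runs, 311 genes were called in run 1 and 695 in run 2. In GR D/D, GR L/L and GR D+L/D+L, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, with 106, 373 and 62 genes against 0 in every other split. In GR-/-, 10 of the 10 splits gave as many, since 0 genes were called in each. With 10 splits the share cannot be under 0.1.

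In GR D/D, genes lowered by Dex kept a larger share of the GR wt/wt change than genes raised. Over genes called in GR wt/wt of run 2 and relative to GR wt/wt of run 1, the share of the median log2 fold change was 68.1% for lowered genes (replicates 57.2% to 75.1%) and 37.8% for raised genes (34.9% to 44.1%). The shares come from fitted fold changes and the replicate values from log2 CPM, so a share can lie outside its replicates. A shift of all fold changes by 0.111 would make the 2 shares equal. The median over all genes in GR D/D was −0.0032, but the normalization centers it, so a shift stays open. A larger share kept by smaller changes in either direction would remove the gap among genes that changed by 1 to 1.5 in run 2, but there the share was 75.2% for lowered genes (63.6% to 84.7%) and 46.1% for raised genes (44.4% to 52.7%). In GR D+L/D+L these shares were 57.9% and 29.7%. In GR L/L, which lacks the D mutation, lowered genes kept more as well over genes called in GR wt/wt of run 1 (78.6%, replicates 82.5% to 91.4%, against 68.2%, 67.2% to 72.5%). Over genes called in both runs of GR wt/wt the GR L/L replicates overlapped (67.5% to 77.6% for lowered and 69.5% to 78.7% for raised genes) and the GR D/D replicates did not (53.9% to 68.2% and 29.6% to 38.3%). A receptor with the D mutation that keeps more of the lowering than of the raising may be one cause, found and tested on the same data, but whether the pattern belongs to this mutation cannot be told apart from a property of any weakened receptor, because the GR L/L values depend on the list. Differences between the embryos of each culture stay open.

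With vehicle, 393 genes differed between GR D/D and GR wt/wt, 205 in GR L/L, 915 in GR D+L/D+L and 2269 in GR-/-, and 329, 203, 863 and 2200 relative to GR wt/wt of the same run. The genes with the smallest adjusted p-values were Igfbp5 (log2 difference −2.25), Gm8615 (−5.63) and Lcp1 (1.79) in GR D/D, Scd1 (−0.77), Car3 (−1.81) and Hp (−2.24) in GR L/L, Efemp1 (2.76) and the Y-linked Eif2s3y and Ddx3y in GR D+L/D+L, and Apobec1 (4.14), Csf1r (4.56) and Cxcl12 (5.21) in GR-/-. In models of only the genotypes compared, the counts were 278, 190, 772 and 2032, and in each comparison 1 of 40 splits (drawn from 84) gave as many, the real one. Splits that follow the run gave more in all 4 comparisons: 2874, 3444, 3273 and 2646. Between the runs of GR wt/wt itself, 3535 genes differed with vehicle, more than between any mutant and GR wt/wt, so differences between genotypes and between separate cultures cannot be told apart in these counts, because each mutant was profiled in one run only. DNA of another strain around the Nr3c1 allele would raise the share of differing genes near it. A share as large as in the 20 Mb around Nr3c1 was found in 29.8% of the other windows for GR D/D, 25.0% for GR D+L/D+L, 96.8% for GR-/- and 100% for GR L/L. This window held 5, 13, 14 and 0 of the differing genes, so most of them lie outside it. The test cannot exclude such DNA for single genes. Gm8615 was at 0.12 CPM with vehicle in GR D/D, 0.087 in GR D+L/D+L and 0.12 in GR-/-. It was at 5.80 and 10.5 in the runs of GR wt/wt and 11.6 in GR L/L, and the cause was not tested. A strain difference elsewhere in the genome of GR-/-, as the 129 Sv origin of the GR+/- mice in the paper would give, was not tested.

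Glucocorticoid activity in the vehicle cultures that GR-/- lacks would place the genes raised by Dex lower in GR-/-. Over genes raised in GR wt/wt of run 2, the median log2 difference of vehicle-treated GR-/- from GR wt/wt of run 1 was 0.16, in the opposite direction and above 99.93% of 10000 random lists matched on expression (95% of them between 0.014 and 0.12). Over the lowered genes it was 0.25, above 100% of the lists (95% of them between 0.020 and 0.16), the direction that such activity predicts. In GR D+L/D+L both lists went the other way, with 0.045 for the raised genes (95% of the lists between −0.038 and 0.035) and −0.17 for the lowered ones (−0.037 to 0.061). In GR D/D both lay within the lists (−0.013 and 0.016), and in GR L/L the raised genes did (0.034) while the lowered ones lay above 100% of them (0.14). The raised genes in GR-/- and both lists in GR D+L/D+L thus went against such activity, and the lowered genes in GR-/- and GR L/L went with it. The random lists give no spread between cultures, and 3535 genes differed with vehicle between the runs of GR wt/wt itself. These small medians therefore cannot decide whether such activity was present, and it stays open.

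All libraries of a genotype and run were of one sex. GR wt/wt of run 1 and GR D/D were female (Xist at 248 and 234 CPM with vehicle), and GR wt/wt of run 2, GR L/L, GR D+L/D+L and GR-/- male (Ddx3y at 132, 130, 89.3 and 69.8). For 3 embryos of random sex in each of 6 sets, the probability of one sex in every set is 0.000244, so cultures from embryos drawn at random are unlikely. Embryos chosen by sex and cultures from 1 embryo per set stay open, and the paper describes cultures from different mice. If each set came from 1 embryo, its 3 replicates would not be independent. The SDs, p-values and counts of called genes would then not cover differences between embryos. The comparisons of GR D+L/D+L and GR-/- with GR wt/wt of run 1 therefore set male against female cells, while those of GR D/D with run 1 and of GR L/L with run 2 do not.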
